# zUMIs - A fast and flexible pipeline to process RNA sequencing data with UMIs

**DOI:** 10.1093/gigascience/giy059

**Published:** 2018-05-26

**Authors:** Swati Parekh, Christoph Ziegenhain, Beate Vieth, Wolfgang Enard, Ines Hellmann

**Keywords:** *single-cell RNA-sequencing*, *digital gene expression*, *unique molecular identifiers*, *pipeline*

## Abstract

**Background:**

Single-cell RNA-sequencing (scRNA-seq) experiments typically analyze hundreds or thousands of cells after amplification of the cDNA. The high throughput is made possible by the early introduction of sample-specific bar codes (BCs), and the amplification bias is alleviated by unique molecular identifiers (UMIs). Thus, the ideal analysis pipeline for scRNA-seq data needs to efficiently tabulate reads according to both BC and UMI.

**Findings:**

*zUMIs* is a pipeline that can handle both known and random BCs and also efficiently collapse UMIs, either just for exon mapping reads or for both exon and intron mapping reads. If BC annotation is missing, *zUMIs* can accurately detect intact cells from the distribution of sequencing reads. Another unique feature of *zUMIs* is the adaptive downsampling function that facilitates dealing with hugely varying library sizes but also allows the user to evaluate whether the library has been sequenced to saturation. To illustrate the utility of *zUMIs*, we analyzed a single-nucleus RNA-seq dataset and show that more than 35% of all reads map to introns. Also, we show that these intronic reads are informative about expression levels, significantly increasing the number of detected genes and improving the cluster resolution.

**Conclusions:**

*zUMIs* flexibility makes if possible to accommodate data generated with any of the major scRNA-seq protocols that use BCs and UMIs and is the most feature-rich, fast, and user-friendly pipeline to process such scRNA-seq data.

## Introduction

The recent development of increasingly sensitive protocols allows for the generation of RNA-sequencing (RNA-seq) libraries of single cells [1]. The throughput of such single-cell RNA-seq (scRNA-seq) protocols is rapidly increasing, enabling the profiling of tens of thousands of cells [2, 3] and opening exciting possibilities to analyze cellular identities [4, 5]. As the required amplification from such small starting amounts introduces substantial amounts of noise [6], many scRNA-seq protocols incorporate unique molecular identifiers (UMIs) to label individual cDNA molecules with a random nucleotide sequence before amplification [7]. This enables the computational removal of amplification noise and thus increases the power to detect expression differences between cells [8, 9]. To increase the throughput, many protocols also incorporate sample-specific bar codes (BCs) to label all cDNA molecules of a single cell with a nucleotide sequence before library generation [10]. This allows for early pooling, which further decreases amplification noise [6]. Additionally, for cell types such as primary neurons, it has been proven to be more feasible to isolate RNA from single nuclei rather than whole cells [11, 12]. This decreases mRNA amounts further so that it has been suggested to count intron mapping reads originating from nascent RNAs as part of single-cell expression profiles [11]. However, the few bioinformatic tools that process RNA-seq data with UMIs and BCs have limitations (Table 1). For example, the Drop-seq-tools is not an open source [13]. While Cell Ranger is open, it is exceedingly difficult to adapt the code to new or unknown sample BCs and other library types. Other tools are specifically designed to work with one mapping algorithm and focus mainly on transcriptome references [14, 15]. Furthermore, the only other UMI-RNA-seq pipeline providing the utility to also consider intron mapping reads, dropEst [16], is only applicable to droplet-based protocols. Here, we present *zUMIs*, a fast and flexible pipeline that overcomes these limitations.

**Table 1:** Features of available UMI pipelines for the quantification of gene expression data.

Name	Reference	Open source	Quality filter	UMI collapsing	Mapper	BC detection	Intron	Down-sampling	Compatible UMI library protocols
Cell Ranger	[2]	yes	BC+UMI	Hamming distance	STAR	A	no	yes	[2]
CEL-seq	[15]	yes	BC+UMI	Identity only	bowtie2	WL	no	no	[15, 46]
dropEst	[16]	yes	BC	Frequency-based	TopHat2 or Kallisto	WL,top-n,EM	yes	no	[2, 13, 19]
Drop-seq-tools	[13]	no	BC+UMI	Hamming distance	STAR	WL,top-n	no	no	[13, 15, 17]
scPipe	[47]	yes	BC+UMI	Hamming distance	subread	WL,top-n	no	no	[13, 17, 18, 46]
umis	[14]	yes	BC	Frequency-based	Kallisto	WL,top-n,EM	no	no	[2, 13, 17–19, 46, 48]
UMI-tools	[25]	yes	BC+UMI	Network-based	BWA	WL	no	no	[17, 19]
zUMIs	This work	yes	BC+UMI	Hamming distance	STAR	A,WL,top-n	yes	yes	[2, 3, 12, 13, 15, 17, 18, 21, 46, 48]

We consider whether the pipeline is open source, has sequence quality filters for cell BCs and UMIs, mappers, UMI-collapsing options, options for BC detection (A, automatically infer intact BCs; WL, extract only the given list of known BCs; top-n, order BCs according the number of reads and keep the top n BCs; EM, merge BCs with given edit distance), whether it can count intron mapping reads, whether it offers a utility to make varying library sizes more comparable via downsampling, and finally with which RNA-seq library preparation protocols is it compatible

## Findings

*zUMIs* is a pipeline to process RNA-seq data that were multiplexed using cell BCs and also contain UMIs. Read-pairs are filtered to remove reads with low-quality BCs or UMIs based on sequence and then mapped to a reference genome (Fig.1). Next, *zUMIs* generates UMI and read count tables for exon and exon+intron counting. We reason that very low input material such as from single nuclei sequencing might profit from including reads that potentially originate from nascent RNAs. Another unique feature of *zUMIs* is that it allows for downsampling of reads before collapsing UMIs, thus enabling the user to assess whether a library was sequenced to saturation or whether deeper sequencing is necessary to depict the full mRNA complexity. Furthermore, *zUMIs* is flexible with respect to the length and sequences of the BCs and UMIs, supporting protocols that have both sequences in one read [2, 3, 12, 13, 15, 17, 18] as well as protocols that provide UMI and BC in separate reads [19–21]. This makes *zUMIs* the only tool that is easily compatible with all major UMI-based scRNA-seq protocols.

**Figure 1:**
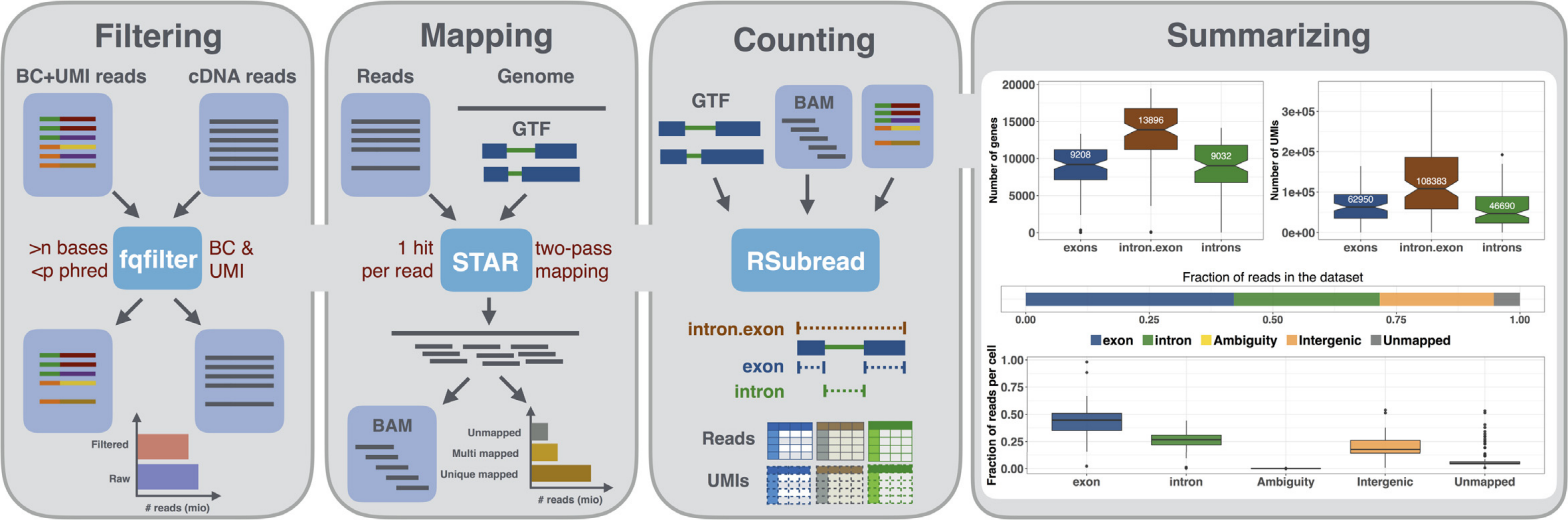
Schematic of the zUMIs pipeline. Each of the gray panels from left to right depicts a step of the *zUMIs* pipeline. First, fastq files are filtered according to user-defined bar code (BC) and unique molecular identifier (UMI) quality thresholds. Next, the remaining cDNA reads are mapped to the reference genome using STAR. Gene-wise read and UMI count tables are generated for exon, intron, and exon+intron overlapping reads. To obtain comparable library sizes, reads can be downsampled to a desired range during the counting step. In addition, *zUMIs* also generates data and plots for several quality measures, such as the number of detected genes/UMIs per BCe and distribution of reads into mapping feature categories.

## Implementation and Operation

### Filtering and mapping

The first step in our pipeline is to filter reads that have low-quality BCs according to a user-defined threshold (Fig.1). This step eliminates the majority of spurious BCs and thus greatly reduces the number of BCs that need to be considered for counting. Similarly, we also filter low-quality UMIs.

The remaining reads are then mapped to the genome using the splice-aware aligner STAR [22]. The user is free to customize mapping by using the options of STAR. Furthermore, if the user wishes to use a different mapper, it is also possible to provide *zUMIs* with an aligned bam file instead of the fastq file with the cDNA sequence, with the sole requirement that only one mapping position per read is reported in the bam file.

### Transcript counting

Next, reads are assigned to genes. In order to distinguish exon and intron counts, we generate two mutually exclusive annotation files from the provided gtf, one detailing exon positions, the other introns. Based on those annotations, Rsubread featureCounts [23] is used to first assign reads to exons and afterward to check whether the remaining reads fall into introns, in other words, if a read is overlapping with intronic and exonic sequences, it will be assigned to the exon only. The output is then read into R using data.table [24], generating count tables for UMIs and reads per gene per BC. We then collapse UMIs that were mapped either to the exon or intron of the same gene. Note that only the processing of intron and exon reads together allows for properly collapse of UMIs that can be sampled from the intronic as well as from the exonic part of the same nascent mRNA molecule.

Per default, we only collapse UMIs by sequence identity. If there is a risk that a large proportion of UMIs remains undercollapsed due to sequence errors, *zUMIs* provides the option to collapse UMIs within a given Hamming distance. 

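HEK293T cells are an established human cell line of embryonic kidney origin that carries adenoviral DNA and the SV40 large T antigen. In the in-house dataset, protein-coding genes held 58.8% of the UMIs, the mitochondrial rRNAs MT-RNR2 and MT-RNR1 15.8%, processed pseudogenes that are not annotated as transcribed 14.2% and lncRNAs 2.44%. The 16S rRNA MT-RNR2 was the most abundant gene at 98684 ± 13804 CPM (SD over 87 cells), followed by the 12S rRNA MT-RNR1 at 61018 ± 10135 CPM. Of the mitochondrially encoded mRNAs, those of the respiratory chain subunits MT-CO1 (6096 ± 925 CPM), MT-CO2 (5674 ± 1239 CPM) and MT-ND4 (5048 ± 881 CPM) were the highest. The nuclear genome holds copies of them, such as the pseudogene MTCO1P12 on chromosome 1 (4459 ± 810 CPM), and as the division of reads between gene and copy was not tested, their levels are uncertain. Such a division was not tested for MT-RNR2 and MT-RNR1 either, so the rRNA levels are not certain. Among nuclear genes, the ribosomal protein gene RPL39 had 2821 ± 742 CPM, the chaperone gene HSP90AA1 2266 ± 498 CPM and the ribosomal protein genes RPLP1 and RPS6 1925 ± 486 and 1808 ± 280 CPM. The 13 mitochondrially encoded mRNAs together made up a median of 3.82% of a cell's UMIs (SD 0.566, 2.02% to 4.92%), and the 79 ribosomal protein genes, which have many pseudogenes and are also uncertain, 8.03% (SD 1.14, 5.61% to 11.8%).
The cells were grown in 1 condition, dissociated with trypsin, sorted singly into the wells of 1 plate and turned into libraries with a modified mcSCRB-seq protocol, a plate-based method that marks each cDNA molecule with the BC of its well and a UMI. There is no group to compare and no second culture or plate is named, so cells are not replicates of a treatment. SDs describe the spread between cells of this plate, and no p-values across cells are printed. The authors filtered reads with low-quality BCs or UMIs, mapped the others with STAR to hg38 with the Ensembl gene models GRCh38.84, assigned them to genes and collapsed UMIs per gene and cell with zUMIs. The deposited values are whole UMI counts of 29217 genes in 96 cells, 6540914 UMIs in all. A cell had a median of 69259.5 UMIs (5889 to 156729, SD 37481). Whether the counts come from exon or from exon and intron reads, the quality cutoff and the collapsing option are not given in the sources used here, so only 1 set of counts was analysed and no collapsing options were compared. Values of genes were taken from the 87 cells whose log10 UMI totals lay within 3 median absolute deviations (MADs) of the median, and CPM were computed from the UMIs of each cell. Gene symbols and coordinates on GRCh38 were taken from the GENCODE 44 annotation, which named 28465 of the genes, while the other 752 genes held 4.61% of the UMIs. ENSG00000269028 (16449 ± 5258 CPM) and ENSG00000255823 (13910 ± 4226 CPM) were the highest of the genes with no symbol in that annotation, and what they are was not examined.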

We compare the two *zUMIs* UMI-collapsing options to the recommended directional adjacency approach implemented in UMI-tools [25] using our in-house example dataset (see Methods section). *zUMIs* identity collapsing yields nearly identical UMI counts per cell as UMI-tools, while Hamming distance yields increasingly fewer UMIs per cell with increasing sequencing depth (Fig.2C). Smith et al [25] suggest that edit distance collapsing without considering the relative frequencies of UMIs might indeed overreach and overcollapse the UMIs. 

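Among the 8578 genes with a mean of at least 1 UMI, those whose counts scattered most between HEK293T cells relative to genes of the same mean were the lncRNA gene ENSG00000258199, FLYWCH2, PCNX3, the syndecan gene SDC3, the transcription factor gene USF1 and THOC6, a subunit of the THO complex of mRNA export. Their negative binomial dispersions were 34.1, 31.5, 27.0, 26.6, 17.1 and 15.0 times the trend of dispersion with the mean, in this order. All 9 replication-dependent histone genes that could be ranked lay above the trend, with a median ratio of 4.57. Genes of the ribosome, of the chaperonin TRiC and of the mitochondrial genome mostly lay below the trend. Above it were 6 of 79 ribosomal protein genes (3 with TMM or total UMIs as normalization), 0 of 8 TRiC genes and 1 of 13 mitochondrially encoded mRNAs (2 with TMM, 0 with total UMIs). Most of the 8578 genes also lay below it, with a ratio of 1 between ranks 3337 (PSAT1, 1.02) and 3649 (MT-ND2, 0.966). The 1081 genes with a mean of at least 10 UMIs had a median dispersion of 0.0764, below the trend at such means (0.116 for PSAT1, 0.0906 for MT-RNR2). Whether the lists differ from other genes of like abundance was not tested.
FLYWCH2 lies on chromosome 16 of GRCh38 from 2883213 to 2899382 and had a UMI in 29 of 87 cells, and the 9 cells with at least 10 UMIs held 67.2% of its UMIs, up to 33 in a cell. PCNX3 on chromosome 11 (65615776 to 65637439) had no UMI in 60 cells, while 6 cells with at least 10 UMIs held 75.9% of them. SDC3 on chromosome 1 (30869466 to 30908758) had UMIs in 18 cells, of which 4 held 75%. USF1 had UMIs in 23 cells, and 3 cells with at least 10 UMIs held 56.1% of its 98 UMIs, with 26 in 1 cell. ENSG00000258199 on chromosome 12 (56162359 to 56190284) had UMIs in 32 cells, with at least 10 in 11 of them, and THOC6 on chromosome 16 (3024027 to 3027755) in 41. Of the 5429 genes with a mean of 1 to 4 UMIs, 716 had at least 10 UMIs in at least 4 cells, and the median gene in 0 cells. Of the histone genes, H4C3 (854 ± 491 CPM, SD over 87 cells) lay 3.32-fold above the trend, the linker histone genes H1-2 and H1-4 4.81- and 4.57-fold and H2AC6 5.50-fold, while the glycolytic gene GAPDH (806 ± 200 CPM) was at 0.280 and RPS6 at 0.306 times the trend (0.184 with TMM and 0.179 with total UMIs as normalization). Median ratios were 0.598 for the ribosomal protein genes (0.373 with TMM), 0.326 for TRiC and 0.607 for the mitochondrially encoded mRNAs, and the first and last of these lists have pseudogene copies that make their counts uncertain. Of the cell cycle genes, 33 of 52 G2/M genes (median ratio 1.20) and 14 of 43 G1/S genes (0.744) were above the trend. Of all 8578 ranked genes fewer lay above the trend than below it, and no list was tested against that share. All 5 ranked immediate early genes were above it, among them MYC (3.34-fold) and JUN (2.59-fold), and 7 of 8 hypoxia genes, led by NDRG1 (3.08-fold). Cholesterol synthesis had 9 of 18 genes above the trend with HMGCS1 at 2.28-fold, and glycolysis 3 of 14.

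**Figure D1:**
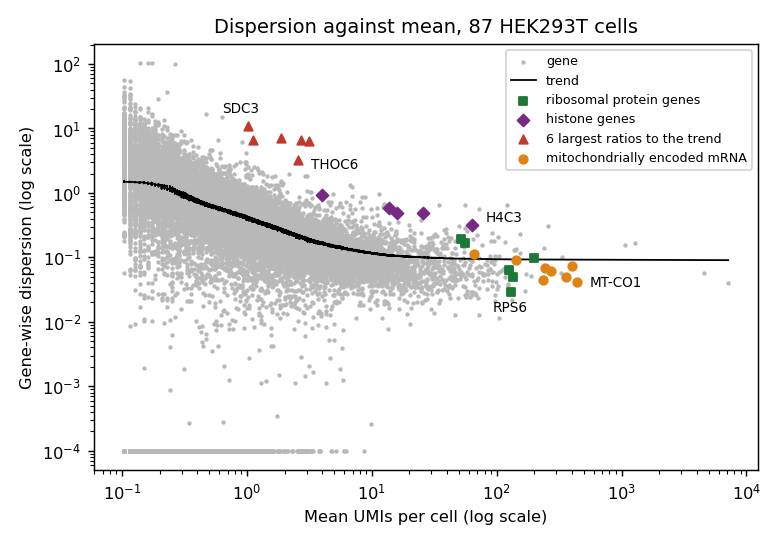
Gene-wise dispersion against mean UMIs per cell, both on log scales, for the genes with a mean of at least 0.1 UMI in 87 HEK293T cells. Each dot is a gene, the line is the trend, coloured symbols are genes named by rule from the ribosomal protein, histone and mitochondrial lists, triangles are the 6 genes with the largest ratios to it among genes with a mean of at least 1 UMI, and the dots along the lower edge are genes at the smallest dispersion the estimator gave. The histone gene H4C3 lies 3.32-fold above the line and RPS6 below it.

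Over the 17472 genes with a mean of at least 0.1 UMI, the median dispersion, estimated per gene with edgeR after scran normalization, was 0.271 (quartiles 0.108 and 0.745). It was 0.680 for the 8894 genes with a mean under 1 UMI, 0.185 for 7497 genes from 1 to 10 and 0.0764 for 1081 genes above. A dispersion under 0.001 was estimated for 1469 genes, 1333 of them with a mean under 1 UMI. Of all gene-cell pairs with a UMI, 35.5% had exactly 1. Counts were also simulated for 17472 genes with the true dispersions set to the trend fitted here, raised 2- or 4-fold for some genes. The median recovered was 0.293 where the true one was 0.438, and it was 0.177 against 0.199 for genes with a mean of at least 1 UMI. DESeq2's gene-wise estimates gave a median of 0.103, and all 29148 genes with a UMI gave 0.805.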

We suspect that this is indeed what happens in our example data, where we find that gene-wise dispersion estimates appear suspiciously truncated as expected if several counts are unduly reduce to one, the minimal number after collapsing (Fig.2D).

**Figure 2:**
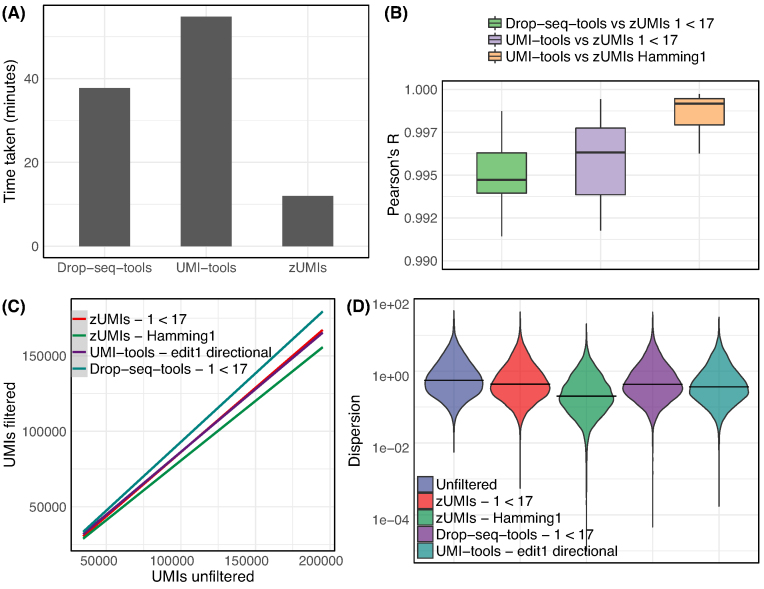
Comparison of different UMI collapsing methods. We compared Drop-seq-tools and UMI-tools with zUMIs using our HEK dataset (227 mio reads). **(A)** Run time to count exonic UMIs using zUMIs (hamming distance = 0), UMI-tools (”unique” mode) and Drop-seq-tools (edit distance = 0). **(B)** Box plots of correlation coefficients of gene-wise UMI counts of the same cell generated with different methods. UMI counts generated using zUMIs (quality filter “1 base under phred 17” or hamming distance = 1) were correlated to UMI counts generated using Drop-seq-tools (quality filter “1 base under phred 17” ) and UMI-tools (“directional adjacency” mode). **(C)** Comparison of the total number of UMIs per cell derived from different counting methods to “unfiltered” counts. **(D)** Violin plots of gene-wise dispersion estimates with different quality filtering and UMI collapsing methods.

However, note that the above-described differences are minor. By and large, there is good agreement between UMI counts obtained by UMI-tools [25], the Drop-seq pipeline [13], and *zUMIs*. The correlation between gene-wise counts of the same cell is >0.99 for all comparisons (Fig. 2B). In light of this, we consider the >3 times higher processing speed of *zUMIs* to be a decisive advantage (Fig.2A).

### Cell BC selection

In order to be compatible with well-based and droplet-based scRNA-seq methods, *zUMIs* needs to be able to deal with known as well as random BCs. As default behavior, *zUMIs* infers which BCs mark good cells from the data (Fig.3A, 3B). To this end, we fit a k-dimensional multivariate normal distribution using the R-package mclust [26, 27] for the number of reads/BC, where k is empirically determined by mclust via the Bayesian information criterion. We reason that only the kth normal distribution with the largest mean contains BCs that identify reads originating from intact cells. We exclude all BCs that fall in the lower 1% tail of this kth normal distribution to exclude spurious BCs. 

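Over all 96 wells of HEK293T cells, a median of 9536.5 genes was detected per cell (SD 2608). In the 87 cells within 3 MADs of the median, the listed markers of other cell types had 28 UMIs over 6 of 10 immune cell genes, 11 over 4 of 6 endothelial genes, 42 over 5 of 8 fibroblast genes and 17 over 3 of 6 erythroid genes. Of 14 kidney epithelium genes, 8 were listed in the table with 171 UMIs in these cells, while intermediate filament and neuronal cytoskeleton genes had 4739 UMIs.
The intermediate filament gene VIM had 344 ± 125 CPM (SD over 87 cells) with UMIs in every one of the 87 cells, the microtubule regulator STMN1 187 ± 77.1 CPM and MAP1B, a microtubule-associated protein of neurons, 88.7 ± 49.9 CPM. The neurofilament genes NEFL and NEFM had UMIs in 69 and 30 cells. Of the kidney genes, LRP2, the endocytic receptor megalin of the proximal tubule, had UMIs in 43 cells (12.6 ± 17.2 CPM), the cadherin gene CDH1 in 30, CUBN in 13 and CDH6 in 9. Adrenal steroidogenesis genes had 182 UMIs, mostly of the ferredoxin gene FDX1, which acts in mitochondria of many tissues (69 cells), while STAR had UMIs in 3 cells and CYP17A1 in 2. Of the markers of blood and connective tissue, the hemoglobin gene HBA2 had UMIs in 11 cells and at most 2 in a cell, COL1A1 in 11 cells and LYZ in 8. IGLC3, an immunoglobulin light chain constant gene that is in none of the lists, had 188 UMIs in 53 cells (39.7 ± 75.2 CPM), more than the listed immune genes together.
UMI totals of the wells fell into 2 groups. No total lay between 18735 and 27699, with 17 wells below this gap (median 12872 UMIs and 4702 genes) and 79 above it (75753 UMIs and 9925 genes). The normal mixture fitted with mclust to the log10 UMI totals had 2 components by the Bayesian information criterion, with means at 13823 and 75051 UMIs, and 78 cells lay above the lower 1% tail of the higher component, at 30912 UMIs. This fit took UMIs in place of reads and the known BCs alone.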

The HEK dataset used here contains 96 cells with known BCs and *zUMIs* identifies 99 BCs as intact, including all the 96 known BCs. Also, for the single-nucleus RNA-seq from Habib et al. [12], *zUMIs* identified a reasonable number of cells; Habib et al. report 10,877 nuclei and zUMIs identified 11,013 intact nuclei. However, we recommend to always check the elbow plot generated by zUMIs (Fig.3B) to confirm that the cutoff used by zUMIs is valid for a given dataset. In cases where the number of BCs or BC sequences are known, it is preferable to use this information. If *zUMIs* is either given the number of expected BCs or is provided with a list of BC sequences, it will use this information and forgo automatic inference.

**Figure 3:**
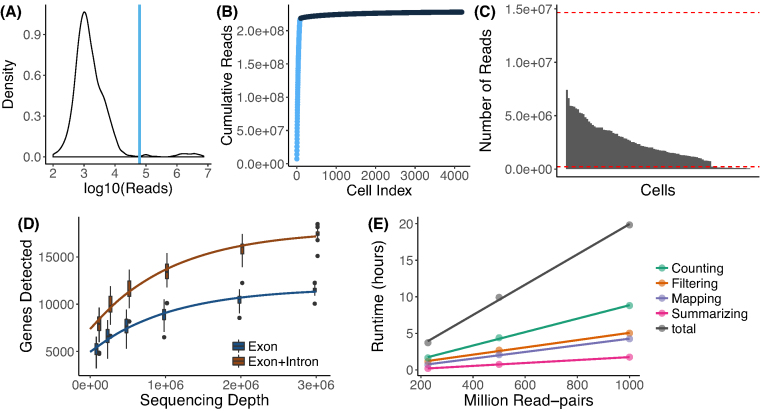
Utilities of zUMIs. Each of the panels shows the utilities of *zUMIs* pipeline. The plots from A–D show the results from the example HEK dataset used here. **(A)** The plot shows a density distribution of reads per BC. Cell BCs with reads right of the blue line are selected. **(B)** The plot shows the cumulative read distribution in the example HEK dataset where the BCs in light blue are the selected cells. **(C)**The bar plot shows the number of reads per selected cell BC with the red lines showing upper and lower median absolute deviation (MAD) cutoffs for adaptive downsampling. Here, the cells below the lower MAD have very low coverage and are discarded in downsampled count tables. **(D)** Cells were downsampled to six depths from 100,000 to 3,000,000 reads. For each sequencing depth, the genes detected per cell are shown. **(E)** Runtime for three datasets with 227, 500, and 1,000 million read-pairs. The runtime is divided in the main steps of the *zUMIs* pipeline as follows: filtering, mapping, counting, and summarizing. Each dataset was processed using 16 threads (“-p 16”).

### Downsampling

scRNA-seq library sizes can vary by orders of magnitude, which complicates normalization [28, 29]. A straight-forward solution for this issue is to downsample overrepresented libraries [30]. *zUMIs* has an built-in function for downsampling datasets to a user-specified number of reads or a range of reads. By default, *zUMIs* downsamples all selected BCs to be within three absolute deviations from the median number of reads per BC (Fig.3C). 

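Of the 96 HEK293T cells, 9 lay below the lower bound of 3 MADs and 0 above the upper bound. The 9 cells had a median of 11338 UMIs (5889 to 12872) and 4155 genes (2460 to 4702), against 73454 UMIs (14821 to 156729) and 4943 to 13361 genes in the 87 cells inside. Mitochondrially encoded mRNAs made up a median of 3.84% of UMIs in the 9 cells (SD 0.318), where the 87 cells spread from 2.02% to 4.92%, so these shares overlapped. Ribosomal protein genes held 8.47% (SD 1.87), G2/M genes 0.635% (SD 0.111) and G1/S genes 0.529% (SD 0.0912), against 0.513% (SD 0.128) and 0.433% (SD 0.0799) for the cell cycle lists in the cells inside. In the 17 wells below the gap in UMI totals, pseudogenes of ribosomal proteins such as RPL39P3 held a median of 4.56% of UMIs (SD 2.80), against 8.34% (SD 1.79) in the other 79 cells.

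**Figure D2:**
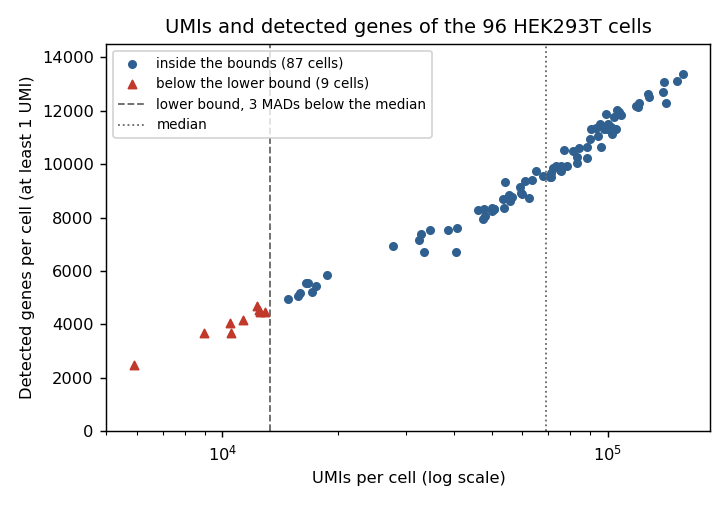
Genes detected (at least 1 UMI) against total UMIs per cell on a log scale, 1 point per HEK293T cell, with dashed and dotted lines for the lower bound of 3 MADs and the median. The 9 cells below the bound of 13252 UMIs have 2460 to 4702 genes, and 17 cells lie below the gap that ends at 27699 UMIs.

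The bounds were set on log10 UMI totals with the MAD scaled as in the mad function of R and lay at 13252 and 361821 UMIs, with UMIs in place of the reads per BC. On linear totals 0 cells fell outside, without that scaling it was 17 cells, and with genes detected in place of UMIs 5 cells.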

Alternatively, the user can provide a target sequencing depth, and *zUMIs* will downsample to the specified read number or omit the cell from the downsampled count table if fewer reads were present. Furthermore, *zUMIs* also allows the user to specify a multiple target read number at once for downsampling. This feature is helpful if the user wishes to determine whether the RNA-seq library was sequenced to saturation or whether further sequencing would increase the number of detected genes or UMIs enough to justify the extra cost. 

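Abundant genes of the HEK293T cells were detected with part of the UMIs as well as with all of them, and the genes added from 50% of the UMIs to all were of lower expression. Genes are grouped below by mean UMIs in the same counts that were thinned, so this order follows by construction and only the sizes of the gains are results. The 1081 genes with a mean of at least 10 UMIs per cell, among them VIM, GAPDH, H4C3 and the ribosomal protein gene RPS6, had a median gain per cell of 0.444% from 50% of its UMIs to all UMIs. The 7497 genes with a mean of 1 to 10 UMIs, such as MYC, JUN and NEFL, went from a median of 4890 to 6134 detected genes, with a median gain per cell of 26.0%. The 8894 genes with a mean of 0.1 to 1 UMI, among them the cell cycle inhibitor CDKN1A, the centromere gene CENPA and LRP2, went from a median of 1321 to 2257 (median gain per cell 72.5%), and genes of lower means, such as CYP17A1 and STAR, from 156.5 to 301 (91.8%).
Of the genes a cell gained in this step, a median of 53.5% had a mean of 1 to 10 UMIs and a median of 39.8% a mean of 0.1 to 1. Across the 87 cells, 783 genes had UMIs in every cell, and 4525 genes in 1 cell only. With each cell thinned to the same number of UMIs, which stand in for reads here, the median number of detected genes was 1413 (SD 71.4) at 2500 UMIs, 2373 (SD 128) at 5000 and 3768 (SD 206) at 10000 in 87 cells. In the cells deep enough for it, it was 5608 (SD 294) at 20000 UMIs in 79 cells, 7844 (SD 377) at 40000 in 73 cells and 10687 (SD 322) at 80000 in 37 cells. In these 37 cells alone, the same steps gave 5913, 8236 and 10687 genes. The expected numbers were computed analytically from each cell's counts, and reads per UMI are not in the values used here, so the depth in reads at these points is unknown. The paper instead downsamples reads before UMIs are collapsed to judge whether further sequencing is worth its cost. Thinning collapsed UMIs removes molecules and not reads, so the numbers here do not answer that question.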

In our HEK-cell example dataset, the number of detected genes starts leveling off at 1 million reads. 

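The median number of genes detected in HEK293T cells was 7463 with 50% of a cell's UMIs and 9792 with all of them, and the median of the gains of single cells was 32.1% (SD 8.00 over 87 cells, 22.5% to 54.7%). All 79 ribosomal protein genes, 13 mitochondrially encoded mRNAs and 8 genes of the chaperonin TRiC, such as CCT4 and TCP1, were detected in a median cell with all UMIs, and 78.9, 13 and 8 were expected with 50% of them. The 14 genes of the 20S proteasome core were also all detected (13.1). The cell cycle lists were nearly complete, with 41 of 43 G1/S genes (37.4 expected with 50% of the UMIs) and 48 of 55 G2/M genes (43.1). Of the inducible genes, 6 of 17 immediate early genes (3.88), 6 of 12 hypoxia genes (4.72) and 6 of 11 p53 response genes (4.13) were detected.
Of the 22 genes of cholesterol synthesis, 18 were detected (15.3 with 50% of the UMIs, SD between cells 2.52 and 2.92), of 17 genes of glycolysis 14 (12.5), of 15 of the integrated stress response 9 (7.94), of 14 of the unfolded protein response 12 (10.7) and of 12 heat shock genes 10 (8.74). The heat shock list is named cytosolic but also holds HSPD1, a mitochondrial chaperonin gene. The G1/S gene CCNE2 had UMIs in 64 of 87 cells and MCM4 in every cell, the p53 target CDKN1A in 37, the hypoxia-induced VEGFA in 49 and the heat shock gene HSPA1B, whose counts are uncertain next to its near-identical copy HSPA1A, in 32. Of 14 kidney epithelium genes a median cell had 1, and immune, endothelial, fibroblast and erythroid markers were each at a median of 0. A median cell inside the bounds had 7085 protein-coding nuclear genes (SD 1373).

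**Figure D3:**
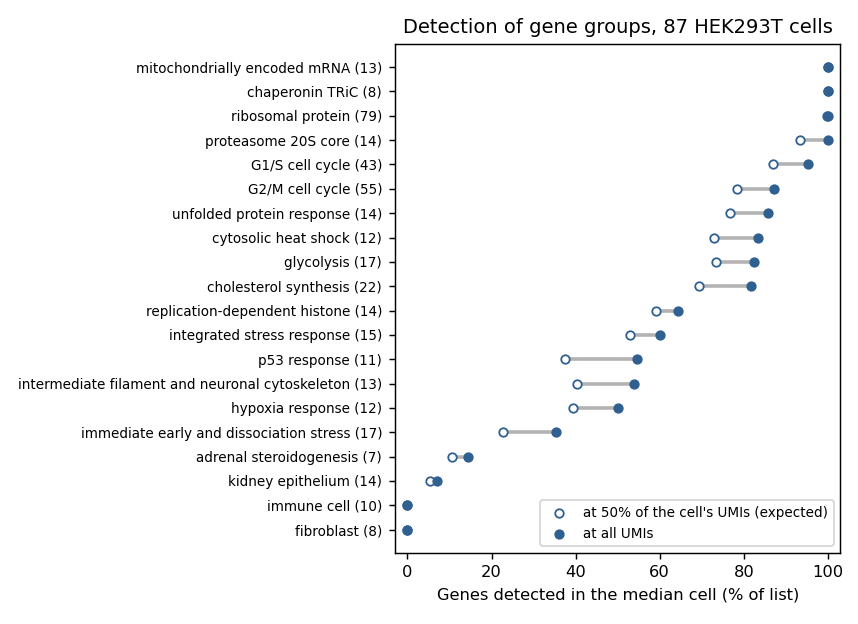
Percent of the genes of a list detected in the median of 87 HEK293T cells, with 50% of each cell's UMIs and with all of them. The mitochondrial rRNA, endothelial and erythroid lists, which have the fewest genes, are not drawn. The ribosomal protein, mitochondrial and TRiC lists are at or near 100% at both depths, and immediate early genes rise from 3.88 to 6 of 17 genes.

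From 25% to 50% of the UMIs, the median gain per cell was 41.2% (SD 8.71). Counting a gene as detected from 2 UMIs on, the gain from 50% to all UMIs was 54.1% (SD 16.9), and in the 17 cells below the gap in UMI totals it was 56.4% with 1 UMI (SD 3.19). All these gains come from thinned UMIs and not from fewer reads, so they do not measure what deeper sequencing would add.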

Sequencing double that amount would only increase the number of detected genes from 9,000 to 10,600 when counting exon reads (Fig.3D). In line with previous findings [8, 14], the saturation curve of exon+intron counting runs parallel to the one for exon counting, both indicating that a sequencing depth of 1 million reads per cell is sufficient for these libraries.

### Output and statistics

*zUMIs* outputs three UMI and three read count tables: gene-wise counts for traditional exon counting, one for intron and one for exon+intron counts. If a user chooses the downsampling option, six additional count tables per target read count are provided. To evaluate library quality, *zUMIs* summarizes the mapping statistics of the reads. While exon and intron mapping reads likely represent mRNA quantities, a high fraction of intergenic and unmapped reads indicates low-quality libraries. Another measure of RNA-seq library quality is the complexity of the library, for which the number of detected genes and the number of identified UMIs are good measures (Fig.1). We processed 227 million reads with *zUMIs* and quantified expression levels for exon and intron counts on a Unix machine using up to 16 threads, which took less than 3 hours. Increasing the number of reads increases the processing time approximately linearly, where filtering, mapping, and counting each take up roughly one third of the total time (Fig.3E). We also observed that the peak random access memory usage for processing datasets of 227, 500, and 1,000 million pairs was 42 Gb, 89 Gb, and 172 Gb, respectively. Finally, *zUMIs* could process the largest scRNA-seq dataset reported to date with around 1.3 million brain cells and 30 billion read-pairs generated with 10xGenomics Chromium (see Methods section) on a 22-core processor in only 7 days.

### Intron counting

Recently, it has been shown that intron mapping reads in RNA-seq likely originate from nascent mRNAs and are useful for gene expression estimates [31, 32]. Additionally, novel approaches leverage the ratios of intron and exon mapping reads to infer information on transcription dynamics and cell states [33]. To address this new aspect of analysis, *zUMIs* also counts and collapses intron-only mapping reads as well as intron and exon mapping reads from the same gene with the same UMI. To assess the information gain from intronic reads to estimate gene expression levels, we analyzed a publicly available DroNc-seq dataset from mouse brain ([12]; see Methods section). For the ∼11,000 single nuclei of this dataset, the fraction of intron mapping reads of all reads goes up to 61%. Thus, if intronic reads are considered, the mean number of detected genes per cell increases from 1,041 for exon counts to 1,995 for exon+intron counts. Next, we used the resulting UMI count tables to investigate whether exon+intron counting improves the identification of cell types, as suggested by Lake et al. [11]. The validity and accuracy of counting introns for single-nucleus sequencing methods has recently been demonstrated [34]. Following the Seurat pipeline to cluster cells [35, 36], we find that using exon+intron counts discriminates 28 clusters, while we could only discriminate 19 clusters using exon counts (Fig.4A, 4B). The larger number of clusters is not simply due to the increase in the counted UMIs and genes. When we permute the intron counts across cells and add them to the exon counts, the added noise actually reduces the number of identifiable clusters (Fig.4E).

**Figure 4:**
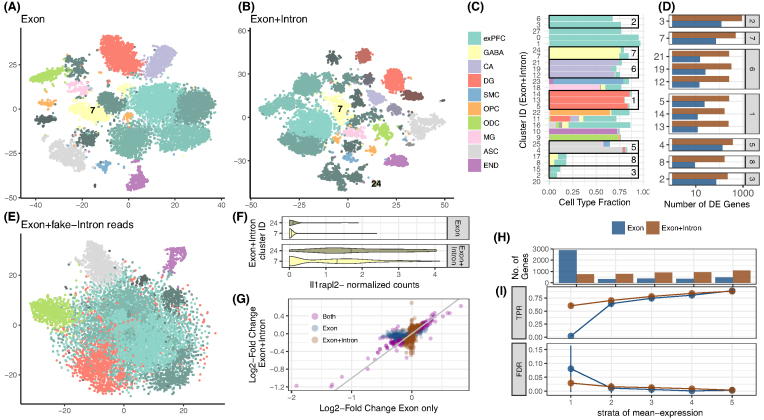
Contribution of intron reads to biological insights. We analyzed published single-nucleus RNA-seq data from mouse prefrontal cortex (PFC) and hippocampus [12] to assess the utility of counting intron in addition to exon reads. We processed the raw data with *zUMIs* to obtain expression tables with exon reads as well as exon+intron reads and then used the R-package Seurat [35, 36] to cluster cells. With exon counts, we identified 19 clusters **(A)**, and with exon+intron counts we identified 27 clusters **(B)**. Clusters are represented as t-SNE plots and colored according to the most frequent cell-type assignment in the original article [12]: glutamatergic neurons from the prefrontal cortex (exPFC), GABAergic interneurons (GABA), pyramidal neurons from the hippocampal CA region (CA), granule neurons from the hippocampal dentate gyrus region (DG), astrocytes (ASC), microglia (MG), oligodendrocytes (ODC), oligodendrocyte precursor cells (OPC), neuronal stem cells (NSC), smooth muscle cells (SMC) and endothelial cells (END). Different shades of those clusters indicate that multiple clusters had the same major cell type assigned. If we randomly sample counts from the intron data and add them to the exon counting, the noise reduces the number of clusters and the Seurat pipeline can only identify 9–11 clusters **(E)**. The composition of each cluster based on exon+intron is detailed in panel **(C)**, and cells that were not assigned a cell type in [12] are displayed as empty. The boxes mark the clusters that were not split when using exon data only. For example, cluster 7 from exon counting, which mainly consists of GABAergic neurons, was split into clusters 7, 24 (506, 66 cells) when using exon+intron counting. In **(D)**, we show the numbers of genes that were differentially expressed (DE) (limma p-adj <0.05) between the clusters found only with exon+intron counts. The panel numbers represent the exon counting cluster numbers and the *y*-axis the exon+intron counting cluster number. The log2-fold changes corresponding to these contrasts are also used in (**G**). Among the genes that were additionally detected to be DE by exon+intron counting was the marker gene Il1rapl2 (limma p-adj = 10^−5^). In **(F)**, we present a violin plot of the normalized counts for Il1rapl2 in cells of the GABAergic subclusters 7 and 24. Log2-fold changes calculated with exon+intron counts correlate well with exon counts **(G)**. Note that for exon counting only, half as many genes could be evaluated as for exon+intron counting and thus only half of the exon+intron genes are depicted in **(G)**. Large log_2_ fold changes (LFCs) are found to be significant with both counting strategies (purple points are close to the bisecting line). We conducted simulations based on mean and dispersion measured using exon cluster 0 (1,616 cells, ∼90% exPFC). In **(I)** we show the expected true positive rate and the false discovery rate for a scenario comparing 300 vs 300 cells. Results for exon and exon+intron counting were stratified into five quantiles according to the mean expression of genes, where stratum 1 contains lowly expressed genes and stratum 5 the most highly expressed genes. The numbers of genes falling into each of the bins using exon+intron and exon counting are depicted in **(H)**.

We continue to further characterize the seven clusters that were subdivided by the addition of intron counts (Fig.4D). First, we identify DE genes between the newly formed clusters. If we count only exon reads, there appear to be, on average, only 10 DE genes between the subgroups, while exon+intron counting yields ∼10 times more DE genes, thus corroborating the signal found with clustering. The log2-fold changes of those additional DE genes estimated with either counting strategy are generally in good agreement; especially large log2-fold changes are detected with both exon and exon+intron counting (Fig.4F). Genes that are detected as DE in only one of our counting strategies have small log2-fold changes, and there are more of these small changes detected using exon+intron counting.

Detecting more genes naturally increases the chance to also detect more informative genes. Here, we cross-reference the gene list with marker genes for transcriptomic subtypes detected for major cell types of the mouse brain [37] and find that ∼5% of the additional genes are also marker genes, which corresponds well to the general frequency of marker genes among the detected genes (4%). In the same vein, we also detect proportionally more DE genes with exon+intron counting compared to exon counting. Thus, including introns simply allows us to better detect present transcripts, while leaving the proportions of interest unaltered. Having a closer look at cluster 7, it was split into a bigger (7) and a smaller cluster (24) using exon+intron counting (Fig.4A-C), we find one marker gene (Il1rapl2) to be DE between the subclusters using exon+intron counting, while Il1rapl2 had only spurious counts using exon counts. Il1rapl2 is a marker for transcriptomic subtypes of GABAergic Pvalb-type neurons [37], suggesting that the split of cluster 7 might be biologically meaningful (Fig.4E).

In order to evaluate the power gained by exon+intron counting in a more systematic way, we perform power simulations using empirical mean and dispersion distributions from the largest and most uniform cluster (∼1,500 cells) [9]. For a fair comparison, we include all detected genes, which is equivalent to the number of genes detected with exon+intron counting. Also, since we call a gene detected as soon as one count is associated, exon counting is necessarily a subset of exon+intron. Thus, there are, on average, 4 times more genes in the lowest expression quantile for exon counting than for exon+intron counting (Fig.4H). For those genes, expression is too spurious to be used for differential expression analysis; for exon+intron counting, we have, on average, 60% power to detect a DE gene in the first mean expression bin with a well-controlled false discovery rate (FDR) (Fig.4G). In summary, the increased power for exon+intron counting and probably also the larger number of clusters are due to better detection of lowly expressed genes. Furthermore, we think that although potentially noisy, the large number of additionally detected genes makes exon+intron counting worthwhile, especially for single-nuclei sequencing techniques that are enriched for nuclear nascent RNA transcripts, such as DroNc-seq [12]. Additionally, exon+intron counting may help in extracting as much information as possible from low coverage data as generated in the context of high-throughput cell atlas efforts (e.g., 10,000–20,000 reads/cell [38, 39]. Last, users should always exclude the possibility of intronic reads stemming from genomic DNA contamination in the library preparation by confirming low intergenic mapping fractions using the statistics output provided by *zUMIs*.

## Conclusion

*zUMIs* is a fast and flexible pipeline for processing raw reads to obtain count tables for RNA-seq data using UMIs. To our knowledge, it is the only open source pipeline that has a BC and UMI quality filter, allows intron counting, and has an integrated downsampling functionality. These features ensure that *zUMIs* is applicable to most experimental designs of RNA-seq data, including single-nucleus sequencing techniques, droplet-based methods where the BC is unknown, as well as plate-based UMI-methods with known BCs. Finally, *zUMIs* is computationally efficient, user-friendly, and easy to install.

## Methods

### Analyzed RNA-seq datasets

HEK293T cells were cultured in DMEM high glucose with L-glutamine (Biowest) supplemented with 10% fetal bovine serum (Thermo Fisher) and 1% penicillin/streptomycin (Sigma-Aldrich) in a 37°C incubator with 5% carbon dioxide. Cells were passaged and split every 2 or 3 days. For single-cell RNA-seq, HEK293T cells were dissociated by incubation with 0.25% Trypsin (Sigma-Aldrich) for 5 minutes at 37°C. The single-cell suspension was washed twice with phosphate-buffered saline, and dead cells were stained with Zombie Yellow (Biolegend) according to the manufacturer’s protocol. Single cells were sorted into DNA LoBind 96-well polymerase chain reaction (PCR) plates (Eppendorf) containing lysis buffer with a Sony SH-800 cell sorter in 3-drop purity mode using a 100-µmnozzle. Next, single-cell RNA-seq libraries were constructed from one 96-well plate using a slightly modified version of the mcSCRB-seq protocol. Reverse transcription was performed as described previously [40], with the only change being the use of KAPA HiFi HotStart enzyme for PCR amplification of cDNA. Resulting libraries were sequenced using an Illumina HiSeq1500 with 16 cycles in Read 1 to decode cell BCs (6 bases) and UMIs (10 bases) and 50 cycles in Read 2 to sequence into the cDNA fragment, obtaining ∼227 million reads. Raw fastq files were processed using *zUMIs*, mapping to the human genome (hg38) and Ensembl gene models (GRCh38.84).

In addition, we analyzed data from 1.3 million mouse brain cells generated on the 10xGenomics Chromium platform [2]. Sequences were downloaded from the National Center for Biotechnology Information Sequence Read Archive under accession number SRP096558. The data consist of 30 billion read-pairs from 133 individual samples. In these data, read 1 contains 16 bp for the cell BC and 10 bp for the UMI and read 2 contains 114 bp of cDNA. *zUMIs* was run using default settings, and we allowed 7 threads per job for a total of up to 42 threads on an Intel Xeon E5-2699 22-core processor.

Finally, we obtained mouse brain DroNc-seq read data [12] from the Broad Institute Single Cell Portal [41]. This dataset consists of ∼1,615 million read-pairs from ∼11,000 single nuclei. Read 1 contains a 12 bpcell BC and a 8 bpUMI and read 2 60 bpof cDNA.

The two mouse datasets were mapped to genome version mm10 and applying Ensembl gene models (GRCm38.75).

### Power simulations and DE analysis

We evaluated the power to detect differential expression with the help of the powsimR package [9]. For the DroNc-seq dataset, we estimated the parameters of the negative binomial distribution from one of the identified clusters, namely, cluster 0, compromising 1,500 glutamatergic neuronal cells from the prefrontal cortex (Fig.4D). Since we detect more genes with exon+intron counting (4,433 compared to 1,782), we included this phenomenon in our read count simulation by drawing mean expression values for a total of 4,433 genes. This means that the table includes sparse counts for the exon counting. Log_2_-fold changes were drawn from a gamma distribution with shape equal to 1 and scale equal to 2. In each of the 25 simulation iterations, we draw an equal sample size of 300 cells per group and test for differential expression using limma-trend [42] on log_2_ counts per million (CPM) values with scran [43] library size correction. The true positive rate and FDR are stratified over the empirical mean expression quantile bins.

For the differential expression analysis between clusters, we use the same DE estimation procedure as in the simulations: scran normalization followed by limma-trend DE-analysis (c.f. [44]).

### Cluster identification

After processing the DroNc-seq data [12] with zUMIs as described above, we cluster cells based on UMI counts derived from exons only and exons+introns reads using the Seurat pipeline [35, 36]. First, cells with fewer than 200 detected genes were filtered out. The filtered data were normalized using the LogNormalize function. We then scale the data by regressing out the effects of the number of transcripts and genes detected per cell using the ScaleData function. The normalized and scaled data are then used to identify the most variable genes by fitting a relationship between mean expression (ExpMean) and dispersion (LogVMR) using the FindVariableGenes function. The identified variable genes are used for principle component analysis, and the top 20 principle components are then used to find clusters using graph-based clustering as implemented in FindClusters. To illustrate that the additional clusters found by counting exon+intron reads are not spurious, we use intron-only UMI counts from the same data to add to the observed exon-only counts. More specifically, to each gene we add scran-size factor-corrected intron counts from the same gene after permuting them across cells. We assessed the cluster numbers from 100 such permutations.

### Comparison of UMI collapsing strategies

In order to validate *zUMIs* and compare different UMI collapsing methods, we used the HEK dataset described above. We ran *zUMIs* (1) without quality filtering, (2) filtering for onebase under Phred 17, and (3) collapsing similar UMI sequences within a hamming distance of 1. To compare with other available tools, we ran the same dataset using the Drop-seq-tools version 1.13 [13] and quality filter “1 base under Phred 17” without edit distance collapsing. Last, the HEK dataset was used with UMI tools [25] in (1) “unique” and (2) “directional adjacency” mode with edit distance set to 1. Also, we compared the output of *zUMIs* from the DroNc-seq dataset when using default parameters (“1 base under Phred 20”) to UMI-tools in (1) “unique,” (2) “directional adjacency,” and (3) “cluster” settings. For each setting and tool combination, we compared per-cell/per-nuclei UMI contents in a linear model fit.

## Availability of source code and requirements

- Project name: zUMIs
- Project home page: https://github.com/sdparekh/zUMIs
- Operating system(s): UNIX
- Programming language: shell, R, perl
- Other requirements: STAR >= 2.5.3a, R >= 3.4, Rsubread >= 1.26.1, pigz >= 2.3 & samtools >= 1.1
- License: GNU GPLv3.0
- Research Resource Identification Initiative ID: SCR_016139

## Availability of supporting data

All data that were generated for this project were submitted to GEO under accession GSE99822. An archival copy of the source code and test data are available via the *GigaScience* repository GigaDB [45].

## Abbreviations

BC: barcode; DE: differentially expressed; FDR: false discovery rate; MAD: median absolute deviation; PCR: polymerase chain reaction; PFC: prefrontal cortex; scRNA-seq: single-cell RNA sequencing; UMI: unique molecular identifier.

## Competing interests

The authors declare that they have no competing interests.

## Funding

This work has been supported by the Deutsche Forschungsgemeinschaft (DFG) through SFB1243 subprojects A14/A15.

## Author contributions

S.P. and C.Z. designed and implemented the pipeline. B.V. tested the pipeline and helped in power simulations. All authors contributed to writing the manuscript.

## Supplementary Material

GIGA-D-17-00271-Report-Reviewer_2_Attachment.pdf Click here for additional data file.

GIGA-D-17-00271_Original_Submission.pdf Click here for additional data file.

GIGA-D-17-00271_Revision_1.pdf Click here for additional data file.

GIGA-D-17-00271_Revision_2.pdf Click here for additional data file.

GIGA-D-17-00271_Revision_3.pdf Click here for additional data file.

GIGA-D-17-00271_Revision_4.pdf Click here for additional data file.

GIGA-D-17-0027_R1-Reviewer_2_Report_(Revision_1)-Attachment.pdf Click here for additional data file.

Response_to_Reviewer_Comments_Original_Submission.pdf Click here for additional data file.

Response_to_Reviewer_Comments_Revision_1.pdf Click here for additional data file.

Response_to_Reviewer_Comments_Revision_2.pdf Click here for additional data file.

Response_to_Reviewer_Comments_Revision_3.pdf Click here for additional data file.

Reviewer_1_Report_(Original_Submission) -- Karthik Shekhar 10/27/2017 Reviewed Click here for additional data file.

Reviewer_2_Report_(Original_Submission) -- Keegan Korthauer 11/21/2017 Reviewed Click here for additional data file.

Reviewer_2_Report_(Revision_1) -- Keegan Korthauer 3/26/2018 Reviewed Click here for additional data file.

Reviewer_2_Report_(Revision_2) -- Keegan Korthauer 4/19/2018 Reviewed Click here for additional data file.

Supplemental Files Click here for additional data file.

# Supplementary material for: zUMIs - A fast and flexible pipeline to process RNA sequencing data with UMIs
**Source:** Gigascience. 2018 May 26;7(6):giy059. doi: 10.1093/gigascience/giy059

## zUMIs - A fast and flexible pipeline to process RNA sequencing data with UMIs

--Manuscript Draft--

```
1
2
3
4 This is pdfTeX, Version 3.14159265-2.6-1.40.16 (TeX Live 2015/W32TeX)
5 (preloaded format=pdflatex 2016.4.6)  22 APR 2018 10:20
6 entering extended mode
7   restricted \writel8 enabled.
8   %&-line parsing enabled.
9 **./main.tex
10  (./main.tex
11  LaTeX2e <2016/03/31>
12  Babel <3.9q> and hyphenation patterns for 81 language(s) loaded.
13  (./oup-contemporary.cls
14  Document Class: oup-contemporary 2017/06/28, v1.1
15  (c:/TeXLive/2015/texmf-dist/tex/latex/base/article.cls
16  Document Class: article 2014/09/29 v1.4h Standard LaTeX document class
17  (c:/TeXLive/2015/texmf-dist/tex/latex/base/size10.clo
18  File: size10.clo 2014/09/29 v1.4h Standard LaTeX file (size option)
19  )
20  \c@part=\count79
21  \c@section=\count80
22  \c@subsection=\count81
23  \c@subsubsection=\count82
24  \c@paragraph=\count83
25  \c@subparagraph=\count84
26  \c@figure=\count85
27  \c@table=\count86
28  \abovecaptionskip=\skip41
29  \belowcaptionskip=\skip42
30  \bibindent=\dimen102
31  ) (c:/TeXLive/2015/texmf-dist/tex/latex/base/inputenc.sty
32  Package: inputenc 2015/03/17 v1.2c Input encoding file
33  \inpenc@prehook=\toks14
34  \inpenc@posthook=\toks15
35  (c:/TeXLive/2015/texmf-dist/tex/latex/base/utf8.def
36  File: utf8.def 2016/02/28 v1.1s UTF-8 support for inputenc
37  Now handling font encoding OML ...
38  ... no UTF-8 mapping file for font encoding OML
39  Now handling font encoding T1 ...
40  ... processing UTF-8 mapping file for font encoding T1
41  (c:/TeXLive/2015/texmf-dist/tex/latex/base/tlenc.dfu
42  File: tlenc.dfu 2016/02/28 v1.1s UTF-8 support for inputenc
43  defining Unicode char U+00A0 (decimal 160)
44  defining Unicode char U+00A1 (decimal 161)
45  defining Unicode char U+00A3 (decimal 163)
46  defining Unicode char U+00AB (decimal 171)
47  defining Unicode char U+00AD (decimal 173)
48  defining Unicode char U+00BB (decimal 187)
49  defining Unicode char U+00BF (decimal 191)
50  defining Unicode char U+00C0 (decimal 192)
51  defining Unicode char U+00C1 (decimal 193)
52  defining Unicode char U+00C2 (decimal 194)
53  defining Unicode char U+00C3 (decimal 195)
54  defining Unicode char U+00C4 (decimal 196)
55  defining Unicode char U+00C5 (decimal 197)
56  defining Unicode char U+00C6 (decimal 198)
57  defining Unicode char U+00C7 (decimal 199)
58
59
60
61
62
63
64
65
```

1  
2  
3  
4 defining Unicode char U+00C8 (decimal 200)  
5 defining Unicode char U+00C9 (decimal 201)  
6 defining Unicode char U+00CA (decimal 202)  
7 defining Unicode char U+00CB (decimal 203)  
8 defining Unicode char U+00CC (decimal 204)  
9 defining Unicode char U+00CD (decimal 205)  
10 defining Unicode char U+00CE (decimal 206)  
11 defining Unicode char U+00CF (decimal 207)  
12 defining Unicode char U+00D0 (decimal 208)  
13 defining Unicode char U+00D1 (decimal 209)  
14 defining Unicode char U+00D2 (decimal 210)  
15 defining Unicode char U+00D3 (decimal 211)  
16 defining Unicode char U+00D4 (decimal 212)  
17 defining Unicode char U+00D5 (decimal 213)  
18 defining Unicode char U+00D6 (decimal 214)  
19 defining Unicode char U+00D8 (decimal 216)  
20 defining Unicode char U+00D9 (decimal 217)  
21 defining Unicode char U+00DA (decimal 218)  
22 defining Unicode char U+00DB (decimal 219)  
23 defining Unicode char U+00DC (decimal 220)  
24 defining Unicode char U+00DD (decimal 221)  
25 defining Unicode char U+00DE (decimal 222)  
26 defining Unicode char U+00DF (decimal 223)  
27 defining Unicode char U+00E0 (decimal 224)  
28 defining Unicode char U+00E1 (decimal 225)  
29 defining Unicode char U+00E2 (decimal 226)  
30 defining Unicode char U+00E3 (decimal 227)  
31 defining Unicode char U+00E4 (decimal 228)  
32 defining Unicode char U+00E5 (decimal 229)  
33 defining Unicode char U+00E6 (decimal 230)  
34 defining Unicode char U+00E7 (decimal 231)  
35 defining Unicode char U+00E8 (decimal 232)  
36 defining Unicode char U+00E9 (decimal 233)  
37 defining Unicode char U+00EA (decimal 234)  
38 defining Unicode char U+00EB (decimal 235)  
39 defining Unicode char U+00EC (decimal 236)  
40 defining Unicode char U+00ED (decimal 237)  
41 defining Unicode char U+00EE (decimal 238)  
42 defining Unicode char U+00EF (decimal 239)  
43 defining Unicode char U+00F0 (decimal 240)  
44 defining Unicode char U+00F1 (decimal 241)  
45 defining Unicode char U+00F2 (decimal 242)  
46 defining Unicode char U+00F3 (decimal 243)  
47 defining Unicode char U+00F4 (decimal 244)  
48 defining Unicode char U+00F5 (decimal 245)  
49 defining Unicode char U+00F6 (decimal 246)  
50 defining Unicode char U+00F8 (decimal 248)  
51 defining Unicode char U+00F9 (decimal 249)  
52 defining Unicode char U+00FA (decimal 250)  
53 defining Unicode char U+00FB (decimal 251)  
54 defining Unicode char U+00FC (decimal 252)  
55 defining Unicode char U+00FD (decimal 253)  
56 defining Unicode char U+00FE (decimal 254)  
57 defining Unicode char U+00FF (decimal 255)  
58  
59  
60  
61  
62  
63  
64  
65

1  
2  
3  
4 defining Unicode char U+0100 (decimal 256)  
5 defining Unicode char U+0101 (decimal 257)  
6 defining Unicode char U+0102 (decimal 258)  
7 defining Unicode char U+0103 (decimal 259)  
8 defining Unicode char U+0104 (decimal 260)  
9 defining Unicode char U+0105 (decimal 261)  
10 defining Unicode char U+0106 (decimal 262)  
11 defining Unicode char U+0107 (decimal 263)  
12 defining Unicode char U+0108 (decimal 264)  
13 defining Unicode char U+0109 (decimal 265)  
14 defining Unicode char U+010A (decimal 266)  
15 defining Unicode char U+010B (decimal 267)  
16 defining Unicode char U+010C (decimal 268)  
17 defining Unicode char U+010D (decimal 269)  
18 defining Unicode char U+010E (decimal 270)  
19 defining Unicode char U+010F (decimal 271)  
20 defining Unicode char U+0110 (decimal 272)  
21 defining Unicode char U+0111 (decimal 273)  
22 defining Unicode char U+0112 (decimal 274)  
23 defining Unicode char U+0113 (decimal 275)  
24 defining Unicode char U+0114 (decimal 276)  
25 defining Unicode char U+0115 (decimal 277)  
26 defining Unicode char U+0116 (decimal 278)  
27 defining Unicode char U+0117 (decimal 279)  
28 defining Unicode char U+0118 (decimal 280)  
29 defining Unicode char U+0119 (decimal 281)  
30 defining Unicode char U+011A (decimal 282)  
31 defining Unicode char U+011B (decimal 283)  
32 defining Unicode char U+011C (decimal 284)  
33 defining Unicode char U+011D (decimal 285)  
34 defining Unicode char U+011E (decimal 286)  
35 defining Unicode char U+011F (decimal 287)  
36 defining Unicode char U+0120 (decimal 288)  
37 defining Unicode char U+0121 (decimal 289)  
38 defining Unicode char U+0122 (decimal 290)  
39 defining Unicode char U+0123 (decimal 291)  
40 defining Unicode char U+0124 (decimal 292)  
41 defining Unicode char U+0125 (decimal 293)  
42 defining Unicode char U+0128 (decimal 296)  
43 defining Unicode char U+0129 (decimal 297)  
44 defining Unicode char U+012A (decimal 298)  
45 defining Unicode char U+012B (decimal 299)  
46 defining Unicode char U+012C (decimal 300)  
47 defining Unicode char U+012D (decimal 301)  
48 defining Unicode char U+012E (decimal 302)  
49 defining Unicode char U+012F (decimal 303)  
50 defining Unicode char U+0130 (decimal 304)  
51 defining Unicode char U+0131 (decimal 305)  
52 defining Unicode char U+0132 (decimal 306)  
53 defining Unicode char U+0133 (decimal 307)  
54 defining Unicode char U+0134 (decimal 308)  
55 defining Unicode char U+0135 (decimal 309)  
56 defining Unicode char U+0136 (decimal 310)  
57 defining Unicode char U+0137 (decimal 311)  
58  
59  
60  
61  
62  
63  
64  
65

1  
2  
3  
4 defining Unicode char U+0139 (decimal 313)  
5 defining Unicode char U+013A (decimal 314)  
6 defining Unicode char U+013B (decimal 315)  
7 defining Unicode char U+013C (decimal 316)  
8 defining Unicode char U+013D (decimal 317)  
9 defining Unicode char U+013E (decimal 318)  
10 defining Unicode char U+0141 (decimal 321)  
11 defining Unicode char U+0142 (decimal 322)  
12 defining Unicode char U+0143 (decimal 323)  
13 defining Unicode char U+0144 (decimal 324)  
14 defining Unicode char U+0145 (decimal 325)  
15 defining Unicode char U+0146 (decimal 326)  
16 defining Unicode char U+0147 (decimal 327)  
17 defining Unicode char U+0148 (decimal 328)  
18 defining Unicode char U+014A (decimal 330)  
19 defining Unicode char U+014B (decimal 331)  
20 defining Unicode char U+014C (decimal 332)  
21 defining Unicode char U+014D (decimal 333)  
22 defining Unicode char U+014E (decimal 334)  
23 defining Unicode char U+014F (decimal 335)  
24 defining Unicode char U+0150 (decimal 336)  
25 defining Unicode char U+0151 (decimal 337)  
26 defining Unicode char U+0152 (decimal 338)  
27 defining Unicode char U+0153 (decimal 339)  
28 defining Unicode char U+0154 (decimal 340)  
29 defining Unicode char U+0155 (decimal 341)  
30 defining Unicode char U+0156 (decimal 342)  
31 defining Unicode char U+0157 (decimal 343)  
32 defining Unicode char U+0158 (decimal 344)  
33 defining Unicode char U+0159 (decimal 345)  
34 defining Unicode char U+015A (decimal 346)  
35 defining Unicode char U+015B (decimal 347)  
36 defining Unicode char U+015C (decimal 348)  
37 defining Unicode char U+015D (decimal 349)  
38 defining Unicode char U+015E (decimal 350)  
39 defining Unicode char U+015F (decimal 351)  
40 defining Unicode char U+0160 (decimal 352)  
41 defining Unicode char U+0161 (decimal 353)  
42 defining Unicode char U+0162 (decimal 354)  
43 defining Unicode char U+0163 (decimal 355)  
44 defining Unicode char U+0164 (decimal 356)  
45 defining Unicode char U+0165 (decimal 357)  
46 defining Unicode char U+0168 (decimal 360)  
47 defining Unicode char U+0169 (decimal 361)  
48 defining Unicode char U+016A (decimal 362)  
49 defining Unicode char U+016B (decimal 363)  
50 defining Unicode char U+016C (decimal 364)  
51 defining Unicode char U+016D (decimal 365)  
52 defining Unicode char U+016E (decimal 366)  
53 defining Unicode char U+016F (decimal 367)  
54 defining Unicode char U+0170 (decimal 368)  
55 defining Unicode char U+0171 (decimal 369)  
56 defining Unicode char U+0172 (decimal 370)  
57 defining Unicode char U+0173 (decimal 371)  
58  
59  
60  
61  
62  
63  
64  
65

1  
2  
3  
4 defining Unicode char U+0174 (decimal 372)  
5 defining Unicode char U+0175 (decimal 373)  
6 defining Unicode char U+0176 (decimal 374)  
7 defining Unicode char U+0177 (decimal 375)  
8 defining Unicode char U+0178 (decimal 376)  
9 defining Unicode char U+0179 (decimal 377)  
10 defining Unicode char U+017A (decimal 378)  
11 defining Unicode char U+017B (decimal 379)  
12 defining Unicode char U+017C (decimal 380)  
13 defining Unicode char U+017D (decimal 381)  
14 defining Unicode char U+017E (decimal 382)  
15 defining Unicode char U+01CD (decimal 461)  
16 defining Unicode char U+01CE (decimal 462)  
17 defining Unicode char U+01CF (decimal 463)  
18 defining Unicode char U+01D0 (decimal 464)  
19 defining Unicode char U+01D1 (decimal 465)  
20 defining Unicode char U+01D2 (decimal 466)  
21 defining Unicode char U+01D3 (decimal 467)  
22 defining Unicode char U+01D4 (decimal 468)  
23 defining Unicode char U+01E2 (decimal 482)  
24 defining Unicode char U+01E3 (decimal 483)  
25 defining Unicode char U+01E6 (decimal 486)  
26 defining Unicode char U+01E7 (decimal 487)  
27 defining Unicode char U+01E8 (decimal 488)  
28 defining Unicode char U+01E9 (decimal 489)  
29 defining Unicode char U+01EA (decimal 490)  
30 defining Unicode char U+01EB (decimal 491)  
31 defining Unicode char U+01F0 (decimal 496)  
32 defining Unicode char U+01F4 (decimal 500)  
33 defining Unicode char U+01F5 (decimal 501)  
34 defining Unicode char U+0218 (decimal 536)  
35 defining Unicode char U+0219 (decimal 537)  
36 defining Unicode char U+021A (decimal 538)  
37 defining Unicode char U+021B (decimal 539)  
38 defining Unicode char U+1E02 (decimal 7682)  
39 defining Unicode char U+1E03 (decimal 7683)  
40 defining Unicode char U+200C (decimal 8204)  
41 defining Unicode char U+2010 (decimal 8208)  
42 defining Unicode char U+2011 (decimal 8209)  
43 defining Unicode char U+2012 (decimal 8210)  
44 defining Unicode char U+2013 (decimal 8211)  
45 defining Unicode char U+2014 (decimal 8212)  
46 defining Unicode char U+2015 (decimal 8213)  
47 defining Unicode char U+2018 (decimal 8216)  
48 defining Unicode char U+2019 (decimal 8217)  
49 defining Unicode char U+201A (decimal 8218)  
50 defining Unicode char U+201C (decimal 8220)  
51 defining Unicode char U+201D (decimal 8221)  
52 defining Unicode char U+201E (decimal 8222)  
53 defining Unicode char U+2030 (decimal 8240)  
54 defining Unicode char U+2031 (decimal 8241)  
55 defining Unicode char U+2039 (decimal 8249)  
56 defining Unicode char U+203A (decimal 8250)  
57 defining Unicode char U+2423 (decimal 9251)  
58  
59  
60  
61  
62  
63  
64  
65

```

)
Now handling font encoding OT1 ...
... processing UTF-8 mapping file for font encoding OT1
(c:/TeXLive/2015/texmf-dist/tex/latex/base/otlenc.dfu
File: otlenc.dfu 2016/02/28 v1.1s UTF-8 support for inputenc
    defining Unicode char U+00A0 (decimal 160)
    defining Unicode char U+00A1 (decimal 161)
    defining Unicode char U+00A3 (decimal 163)
    defining Unicode char U+00AD (decimal 173)
    defining Unicode char U+00B8 (decimal 184)
    defining Unicode char U+00BF (decimal 191)
    defining Unicode char U+00C5 (decimal 197)
    defining Unicode char U+00C6 (decimal 198)
    defining Unicode char U+00D8 (decimal 216)
    defining Unicode char U+00DF (decimal 223)
    defining Unicode char U+00E6 (decimal 230)
    defining Unicode char U+00EC (decimal 236)
    defining Unicode char U+00ED (decimal 237)
    defining Unicode char U+00EE (decimal 238)
    defining Unicode char U+00EF (decimal 239)
    defining Unicode char U+00F8 (decimal 248)
    defining Unicode char U+0131 (decimal 305)
    defining Unicode char U+0141 (decimal 321)
    defining Unicode char U+0142 (decimal 322)
    defining Unicode char U+0152 (decimal 338)
    defining Unicode char U+0153 (decimal 339)
    defining Unicode char U+0174 (decimal 372)
    defining Unicode char U+0175 (decimal 373)
    defining Unicode char U+0176 (decimal 374)
    defining Unicode char U+0177 (decimal 375)
    defining Unicode char U+0218 (decimal 536)
    defining Unicode char U+0219 (decimal 537)
    defining Unicode char U+021A (decimal 538)
    defining Unicode char U+021B (decimal 539)
    defining Unicode char U+2013 (decimal 8211)
    defining Unicode char U+2014 (decimal 8212)
    defining Unicode char U+2018 (decimal 8216)
    defining Unicode char U+2019 (decimal 8217)
    defining Unicode char U+201C (decimal 8220)
    defining Unicode char U+201D (decimal 8221)
)
Now handling font encoding OMS ...
... processing UTF-8 mapping file for font encoding OMS
(c:/TeXLive/2015/texmf-dist/tex/latex/base/omsenc.dfu
File: omsenc.dfu 2016/02/28 v1.1s UTF-8 support for inputenc
    defining Unicode char U+00A7 (decimal 167)
    defining Unicode char U+00B6 (decimal 182)
    defining Unicode char U+00B7 (decimal 183)
    defining Unicode char U+2020 (decimal 8224)
    defining Unicode char U+2021 (decimal 8225)
    defining Unicode char U+2022 (decimal 8226)
)
Now handling font encoding OMX ...
... no UTF-8 mapping file for font encoding OMX

```

```

1
2
3
4 Now handling font encoding U ...
5 ... no UTF-8 mapping file for font encoding U
6   defining Unicode char U+00A9 (decimal 169)
7   defining Unicode char U+00AA (decimal 170)
8   defining Unicode char U+00AE (decimal 174)
9   defining Unicode char U+00BA (decimal 186)
10  defining Unicode char U+02C6 (decimal 710)
11  defining Unicode char U+02DC (decimal 732)
12  defining Unicode char U+200C (decimal 8204)
13  defining Unicode char U+2026 (decimal 8230)
14  defining Unicode char U+2122 (decimal 8482)
15  defining Unicode char U+2423 (decimal 9251)
16
17 )) (c:/TeXLive/2015/texmf-dist/tex/latex/base/fontenc.sty
18 Package: fontenc 2005/09/27 v1.99g Standard LaTeX package
19 (c:/TeXLive/2015/texmf-dist/tex/latex/base/tlenc.def
20 File: tlenc.def 2005/09/27 v1.99g Standard LaTeX file
21 LaTeX Font Info:   Redeclaring font encoding T1 on input line 48.
22 )) (c:/TeXLive/2015/texmf-dist/tex/generic/oberdiek/ifpdf.sty
23 Package: ifpdf 2011/01/30 v2.3 Provides the ifpdf switch (HO)
24 Package ifpdf Info: pdfTeX in PDF mode is detected.
25 ) (c:/TeXLive/2015/texmf-dist/tex/latex/microtype/microtype.sty
26 Package: microtype 2013/05/23 v2.5a Micro-typographical refinements (RS)
27 (c:/TeXLive/2015/texmf-dist/tex/latex/graphics/keyval.sty
28 Package: keyval 2014/10/28 v1.15 key=value parser (DPC)
29 \KV@toks@=\toks16
30 )
31 \MT@toks=\toks17
32 \MT@count=\count87
33 LaTeX Info: Redefining \textt1s on input line 766.
34 \MT@outer@kern=\dimen103
35 LaTeX Info: Redefining \textmicrotypecontext on input line 1285.
36 \MT@listname@count=\count88
37 (c:/TeXLive/2015/texmf-dist/tex/latex/microtype/microtype-pdftex.def
38 File: microtype-pdftex.def 2013/05/23 v2.5a Definitions specific to
39 pdftex (RS)
40
41 LaTeX Info: Redefining \lsstyle on input line 915.
42 LaTeX Info: Redefining \lslig on input line 915.
43 \MT@outer@space=\skip43
44 )
45 Package microtype Info: Loading configuration file microtype.cfg.
46 (c:/TeXLive/2015/texmf-dist/tex/latex/microtype/microtype.cfg
47 File: microtype.cfg 2013/05/23 v2.5a microtype main configuration file
48 (RS)
49 )) (c:/TeXLive/2015/texmf-dist/tex/latex/euler/euler.sty
50 Package: euler 1995/03/05 v2.5
51 Package: `euler' v2.5 <1995/03/05> (FJ and FMi)
52 LaTeX Font Info:   Redeclaring symbol font `letters' on input line 35.
53 LaTeX Font Info:   Encoding `OML' has changed to `U' for symbol font
54 (Font)             `letters' in the math version `normal' on input line
55 35.
56 LaTeX Font Info:   Overwriting symbol font `letters' in version `normal'
57 (Font)             OML/cmm/m/it --> U/eur/m/n on input line 35.
58 LaTeX Font Info:   Encoding `OML' has changed to `U' for symbol font
59
60
61
62
63
64
65

```

```

(Font)          `letters' in the math version `bold' on input line
35.
LaTeX Font Info: Overwriting symbol font `letters' in version `bold'
(Font)          OML/cmm/b/it --> U/eur/m/n on input line 35.
LaTeX Font Info: Overwriting symbol font `letters' in version `bold'
(Font)          U/eur/m/n --> U/eur/b/n on input line 36.
LaTeX Font Info: Redefining math symbol \Gamma on input line 47.
LaTeX Font Info: Redefining math symbol \Delta on input line 48.
LaTeX Font Info: Redefining math symbol \Theta on input line 49.
LaTeX Font Info: Redefining math symbol \Lambda on input line 50.
LaTeX Font Info: Redefining math symbol \Xi on input line 51.
LaTeX Font Info: Redefining math symbol \Pi on input line 52.
LaTeX Font Info: Redefining math symbol \Sigma on input line 53.
LaTeX Font Info: Redefining math symbol \Upsilon on input line 54.
LaTeX Font Info: Redefining math symbol \Phi on input line 55.
LaTeX Font Info: Redefining math symbol \Psi on input line 56.
LaTeX Font Info: Redefining math symbol \Omega on input line 57.
\symEulerFraktur=\mathgroup4
LaTeX Font Info: Overwriting symbol font `EulerFraktur' in version
`bold'
(Font)          U/euf/m/n --> U/euf/b/n on input line 63.
LaTeX Info: Redefining \oldstylenums on input line 85.
\symEulerScript=\mathgroup5
LaTeX Font Info: Overwriting symbol font `EulerScript' in version
`bold'
(Font)          U/eus/m/n --> U/eus/b/n on input line 93.
LaTeX Font Info: Redefining math symbol \aleph on input line 97.
LaTeX Font Info: Redefining math symbol \Re on input line 98.
LaTeX Font Info: Redefining math symbol \Im on input line 99.
LaTeX Font Info: Redefining math delimiter \vert on input line 101.
LaTeX Font Info: Redefining math delimiter \backslash on input line
103.
LaTeX Font Info: Redefining math symbol \neg on input line 106.
LaTeX Font Info: Redefining math symbol \wedge on input line 108.
LaTeX Font Info: Redefining math symbol \vee on input line 110.
LaTeX Font Info: Redefining math symbol \setminus on input line 112.
LaTeX Font Info: Redefining math symbol \sim on input line 113.
LaTeX Font Info: Redefining math symbol \mid on input line 114.
LaTeX Font Info: Redefining math delimiter \arrowup on input line
116.
LaTeX Font Info: Redefining math symbol \mathsection on input line
117.
\symEulerExtension=\mathgroup6
LaTeX Font Info: Redefining math symbol \coprod on input line 125.
LaTeX Font Info: Redefining math symbol \prod on input line 125.
LaTeX Font Info: Redefining math symbol \sum on input line 125.
LaTeX Font Info: Redefining math symbol \int on input line 130.
LaTeX Font Info: Redefining math symbol \oint on input line 131.
LaTeX Font Info: Redefining math symbol \brack on input line 132.
LaTeX Font Info: Redefining math symbol \bracket on input line 133.
LaTeX Font Info: Redefining math symbol \bracketleft on input line 134.
LaTeX Font Info: Redefining math symbol \bracketright on input line 135.
LaTeX Font Info: Redefining math symbol \infty on input line 136.
LaTeX Font Info: Redefining math symbol \nearrow on input line 153.

```

LaTeX Font Info: Redefining math symbol  $\searrow$  on input line 154.  
 LaTeX Font Info: Redefining math symbol  $\nwarrow$  on input line 155.  
 LaTeX Font Info: Redefining math symbol  $\swarrow$  on input line 156.  
 LaTeX Font Info: Redefining math symbol  $\Leftrightarrow$  on input line 157.  
 LaTeX Font Info: Redefining math symbol  $\Leftarrow$  on input line 158.  
 LaTeX Font Info: Redefining math symbol  $\Rightarrow$  on input line 159.  
 LaTeX Font Info: Redefining math symbol  $\leftrightharpoonup$  on input line 160.  
 LaTeX Font Info: Redefining math symbol  $\leftarrow$  on input line 161.  
 LaTeX Font Info: Redefining math symbol  $\rightarrow$  on input line 163.  
 LaTeX Font Info: Redefining math delimiter  $\uparrow$  on input line 166.  
 LaTeX Font Info: Redefining math delimiter  $\downarrow$  on input line 168.  
 LaTeX Font Info: Redefining math delimiter  $\updownarrow$  on input line 170.  
 LaTeX Font Info: Redefining math delimiter  $\Uparrow$  on input line 172.  
 LaTeX Font Info: Redefining math delimiter  $\Downarrow$  on input line 174.  
 LaTeX Font Info: Redefining math delimiter  $\Updownarrow$  on input line 176.  
 LaTeX Font Info: Redefining math symbol  $\leftharpoonup$  on input line 177.  
 LaTeX Font Info: Redefining math symbol  $\leftharpoondown$  on input line 178.  
 LaTeX Font Info: Redefining math symbol  $\rightharpoonup$  on input line 179.  
 LaTeX Font Info: Redefining math symbol  $\rightharpoondown$  on input line 180.  
 .  
 LaTeX Font Info: Redefining math delimiter  $\lbrace$  on input line 182.  
 LaTeX Font Info: Redefining math delimiter  $\rbrace$  on input line 184.  
 $\symcmmigroup=\mathgroup7$   
 LaTeX Font Info: Overwriting symbol font  $\cmmigroup$  in version  $\bold'$  (Font) OML/cmm/m/it --> OML/cmm/b/it on input line 200.  
 LaTeX Font Info: Redefining math accent  $\vec$  on input line 201.  
 LaTeX Font Info: Redefining math symbol  $\triangleleft$  on input line 202.  
 LaTeX Font Info: Redefining math symbol  $\triangleright$  on input line 203.  
 LaTeX Font Info: Redefining math symbol  $\star$  on input line 204.  
 LaTeX Font Info: Redefining math symbol  $\lhook$  on input line 205.  
 LaTeX Font Info: Redefining math symbol  $\rhook$  on input line 206.  
 LaTeX Font Info: Redefining math symbol  $\flat$  on input line 207.  
 LaTeX Font Info: Redefining math symbol  $\natural$  on input line 208.  
 LaTeX Font Info: Redefining math symbol  $\sharp$  on input line 209.  
 LaTeX Font Info: Redefining math symbol  $\smile$  on input line 210.  
 LaTeX Font Info: Redefining math symbol  $\frown$  on input line 211.  
 LaTeX Font Info: Redefining math accent  $\grave$  on input line 245.

```

LaTeX Font Info: Redefining math accent \acute on input line 246.
LaTeX Font Info: Redefining math accent \tilde on input line 247.
LaTeX Font Info: Redefining math accent \ddot on input line 248.
LaTeX Font Info: Redefining math accent \check on input line 249.
LaTeX Font Info: Redefining math accent \breve on input line 250.
LaTeX Font Info: Redefining math accent \bar on input line 251.
LaTeX Font Info: Redefining math accent \dot on input line 252.
LaTeX Font Info: Redefining math accent \hat on input line 254.
) (c:/TeXLive/2015/texmf-dist/tex/latex/merriweather/merriweather.sty
Package: merriweather 2014/01/22 (Bob Tennent) Supports
Merriweather(Sans) font
s for all LaTeX engines.
(c:/TeXLive/2015/texmf-dist/tex/generic/ifxetex/ifxetex.sty
Package: ifxetex 2010/09/12 v0.6 Provides ifxetex conditional
) (c:/TeXLive/2015/texmf-dist/tex/generic/oberdiek/ifluatex.sty
Package: ifluatex 2010/03/01 v1.3 Provides the ifluatex switch (HO)
Package ifluatex Info: LuaTeX not detected.
) (c:/TeXLive/2015/texmf-dist/tex/latex/base/textcomp.sty
Package: textcomp 2005/09/27 v1.99g Standard LaTeX package
Package textcomp Info: Sub-encoding information:
(textcomp) 5 = only ISO-Adobe without \textcurrency
(textcomp) 4 = 5 + \texteuro
(textcomp) 3 = 4 + \textohm
(textcomp) 2 = 3 + \textestimated + \textcurrency
(textcomp) 1 = TS1 - \textcircled - \t
(textcomp) 0 = TS1 (full)
(textcomp) Font families with sub-encoding setting implement
(textcomp) only a restricted character set as indicated.
(textcomp) Family '?' is the default used for unknown fonts.
(textcomp) See the documentation for details.
Package textcomp Info: Setting ? sub-encoding to TS1/1 on input line 79.
(c:/TeXLive/2015/texmf-dist/tex/latex/base/tslenc.def
File: tslenc.def 2001/06/05 v3.0e (j/k/car/fm) Standard LaTeX file
Now handling font encoding TS1 ...
... processing UTF-8 mapping file for font encoding TS1
(c:/TeXLive/2015/texmf-dist/tex/latex/base/tslenc.dfu
File: tslenc.dfu 2016/02/28 v1.1s UTF-8 support for inputenc
    defining Unicode char U+00A2 (decimal 162)
    defining Unicode char U+00A3 (decimal 163)
    defining Unicode char U+00A4 (decimal 164)
    defining Unicode char U+00A5 (decimal 165)
    defining Unicode char U+00A6 (decimal 166)
    defining Unicode char U+00A7 (decimal 167)
    defining Unicode char U+00A8 (decimal 168)
    defining Unicode char U+00A9 (decimal 169)
    defining Unicode char U+00AA (decimal 170)
    defining Unicode char U+00AC (decimal 172)
    defining Unicode char U+00AE (decimal 174)
    defining Unicode char U+00AF (decimal 175)
    defining Unicode char U+00B0 (decimal 176)
    defining Unicode char U+00B1 (decimal 177)
    defining Unicode char U+00B2 (decimal 178)
    defining Unicode char U+00B3 (decimal 179)
    defining Unicode char U+00B4 (decimal 180)

```

```

1
2
3
4     defining Unicode char U+00B5 (decimal 181)
5     defining Unicode char U+00B6 (decimal 182)
6     defining Unicode char U+00B7 (decimal 183)
7     defining Unicode char U+00B9 (decimal 185)
8     defining Unicode char U+00BA (decimal 186)
9     defining Unicode char U+00BC (decimal 188)
10    defining Unicode char U+00BD (decimal 189)
11    defining Unicode char U+00BE (decimal 190)
12    defining Unicode char U+00D7 (decimal 215)
13    defining Unicode char U+00F7 (decimal 247)
14    defining Unicode char U+0192 (decimal 402)
15    defining Unicode char U+02C7 (decimal 711)
16    defining Unicode char U+02D8 (decimal 728)
17    defining Unicode char U+02DD (decimal 733)
18    defining Unicode char U+0E3F (decimal 3647)
19    defining Unicode char U+2016 (decimal 8214)
20    defining Unicode char U+2020 (decimal 8224)
21    defining Unicode char U+2021 (decimal 8225)
22    defining Unicode char U+2022 (decimal 8226)
23    defining Unicode char U+2030 (decimal 8240)
24    defining Unicode char U+2031 (decimal 8241)
25    defining Unicode char U+203B (decimal 8251)
26    defining Unicode char U+203D (decimal 8253)
27    defining Unicode char U+2044 (decimal 8260)
28    defining Unicode char U+204E (decimal 8270)
29    defining Unicode char U+2052 (decimal 8274)
30    defining Unicode char U+20A1 (decimal 8353)
31    defining Unicode char U+20A4 (decimal 8356)
32    defining Unicode char U+20A6 (decimal 8358)
33    defining Unicode char U+20A9 (decimal 8361)
34    defining Unicode char U+20AB (decimal 8363)
35    defining Unicode char U+20AC (decimal 8364)
36    defining Unicode char U+20B1 (decimal 8369)
37    defining Unicode char U+2103 (decimal 8451)
38    defining Unicode char U+2116 (decimal 8470)
39    defining Unicode char U+2117 (decimal 8471)
40    defining Unicode char U+211E (decimal 8478)
41    defining Unicode char U+2120 (decimal 8480)
42    defining Unicode char U+2122 (decimal 8482)
43    defining Unicode char U+2126 (decimal 8486)
44    defining Unicode char U+2127 (decimal 8487)
45    defining Unicode char U+212E (decimal 8494)
46    defining Unicode char U+2190 (decimal 8592)
47    defining Unicode char U+2191 (decimal 8593)
48    defining Unicode char U+2192 (decimal 8594)
49    defining Unicode char U+2193 (decimal 8595)
50    defining Unicode char U+2329 (decimal 9001)
51    defining Unicode char U+232A (decimal 9002)
52    defining Unicode char U+2422 (decimal 9250)
53    defining Unicode char U+25E6 (decimal 9702)
54    defining Unicode char U+25EF (decimal 9711)
55    defining Unicode char U+266A (decimal 9834)
56
57
58
59 ))
60 LaTeX Info: Redefining \oldstylenums on input line 334.
61
62
63
64
65

```

1  
2  
3  
4 Package textcomp Info: Setting cmr sub-encoding to TS1/0 on input line  
5 349.  
6 Package textcomp Info: Setting cmss sub-encoding to TS1/0 on input line  
7 350.  
8 Package textcomp Info: Setting cmtt sub-encoding to TS1/0 on input line  
9 351.  
10 Package textcomp Info: Setting cmvtt sub-encoding to TS1/0 on input line  
11 352.  
12 Package textcomp Info: Setting cmbr sub-encoding to TS1/0 on input line  
13 353.  
14 Package textcomp Info: Setting cmtl sub-encoding to TS1/0 on input line  
15 354.  
16 Package textcomp Info: Setting ccr sub-encoding to TS1/0 on input line  
17 355.  
18 Package textcomp Info: Setting ptm sub-encoding to TS1/4 on input line  
19 356.  
20 Package textcomp Info: Setting pcr sub-encoding to TS1/4 on input line  
21 357.  
22 Package textcomp Info: Setting phv sub-encoding to TS1/4 on input line  
23 358.  
24 Package textcomp Info: Setting ppl sub-encoding to TS1/3 on input line  
25 359.  
26 Package textcomp Info: Setting pag sub-encoding to TS1/4 on input line  
27 360.  
28 Package textcomp Info: Setting pbk sub-encoding to TS1/4 on input line  
29 361.  
30 Package textcomp Info: Setting pnc sub-encoding to TS1/4 on input line  
31 362.  
32 Package textcomp Info: Setting pzc sub-encoding to TS1/4 on input line  
33 363.  
34 Package textcomp Info: Setting bch sub-encoding to TS1/4 on input line  
35 364.  
36 Package textcomp Info: Setting put sub-encoding to TS1/5 on input line  
37 365.  
38 Package textcomp Info: Setting uag sub-encoding to TS1/5 on input line  
39 366.  
40 Package textcomp Info: Setting ugq sub-encoding to TS1/5 on input line  
41 367.  
42 Package textcomp Info: Setting ul8 sub-encoding to TS1/4 on input line  
43 368.  
44 Package textcomp Info: Setting ul9 sub-encoding to TS1/4 on input line  
45 369.  
46 Package textcomp Info: Setting augie sub-encoding to TS1/5 on input line  
47 370.  
48 Package textcomp Info: Setting dayrom sub-encoding to TS1/3 on input line  
49 371.  
50 Package textcomp Info: Setting dayroms sub-encoding to TS1/3 on input  
51 line 372.  
52  
53  
54  
55 Package textcomp Info: Setting prx sub-encoding to TS1/0 on input line  
56 373.  
57 Package textcomp Info: Setting pxss sub-encoding to TS1/0 on input line  
58 374.  
59  
60  
61  
62  
63  
64  
65

1  
2  
3  
4 Package textcomp Info: Setting pxtt sub-encoding to TS1/0 on input line  
5 375.  
6 Package textcomp Info: Setting txr sub-encoding to TS1/0 on input line  
7 376.  
8 Package textcomp Info: Setting txss sub-encoding to TS1/0 on input line  
9 377.  
10 Package textcomp Info: Setting txtt sub-encoding to TS1/0 on input line  
11 378.  
12 Package textcomp Info: Setting lmr sub-encoding to TS1/0 on input line  
13 379.  
14 Package textcomp Info: Setting lmdh sub-encoding to TS1/0 on input line  
15 380.  
16 Package textcomp Info: Setting lmss sub-encoding to TS1/0 on input line  
17 381.  
18 Package textcomp Info: Setting lmssq sub-encoding to TS1/0 on input line  
19 382.  
20 Package textcomp Info: Setting lmvtt sub-encoding to TS1/0 on input line  
21 383.  
22 Package textcomp Info: Setting lmtt sub-encoding to TS1/0 on input line  
23 384.  
24 Package textcomp Info: Setting qhv sub-encoding to TS1/0 on input line  
25 385.  
26 Package textcomp Info: Setting qag sub-encoding to TS1/0 on input line  
27 386.  
28 Package textcomp Info: Setting qbk sub-encoding to TS1/0 on input line  
29 387.  
30 Package textcomp Info: Setting qcr sub-encoding to TS1/0 on input line  
31 388.  
32 Package textcomp Info: Setting qcs sub-encoding to TS1/0 on input line  
33 389.  
34 Package textcomp Info: Setting qpl sub-encoding to TS1/0 on input line  
35 390.  
36 Package textcomp Info: Setting qtm sub-encoding to TS1/0 on input line  
37 391.  
38 Package textcomp Info: Setting qzc sub-encoding to TS1/0 on input line  
39 392.  
40 Package textcomp Info: Setting qhvc sub-encoding to TS1/0 on input line  
41 393.  
42 Package textcomp Info: Setting futs sub-encoding to TS1/4 on input line  
43 394.  
44 Package textcomp Info: Setting futx sub-encoding to TS1/4 on input line  
45 395.  
46 Package textcomp Info: Setting futj sub-encoding to TS1/4 on input line  
47 396.  
48 Package textcomp Info: Setting hlh sub-encoding to TS1/3 on input line  
49 397.  
50 Package textcomp Info: Setting hls sub-encoding to TS1/3 on input line  
51 398.  
52 Package textcomp Info: Setting hlst sub-encoding to TS1/3 on input line  
53 399.  
54 Package textcomp Info: Setting hlct sub-encoding to TS1/5 on input line  
55 400.  
56 Package textcomp Info: Setting hlx sub-encoding to TS1/5 on input line  
57 401.  
58  
59  
60  
61  
62  
63  
64  
65

```

How the deposited data were processed for this re-analysis (not part of the article)

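The data are UMI counts of single HEK293T cells, sorted into the wells of 1 plate and sequenced with a modified mcSCRB-seq protocol. The authors filtered reads whose BC or UMI was of low quality, mapped the others to hg38 with STAR (version 2.5.3 in the submitters' processing notes), assigned them to genes of the Ensembl gene models GRCh38.84 and collapsed UMIs per gene and cell with zUMIs. The deposited values are raw UMI counts per gene and cell, whole numbers that were not normalized. Whether they come from exon or exon and intron reads, and with which quality cutoff and collapsing option, is not given in the sources used here. The comparisons between collapsing options, the reads per BC, the intron counts and the mouse datasets were not analysed here.

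Each of the 96 columns names a well of the plate and was matched to the cell of that well. There is 1 condition, and no separate cultures are named, so no groups were tested. SDs are spreads between cells of 1 plate, intervals and limits from counts cover counting error only, and p-values across cells are not printed. Cells with log10 UMI totals within 3 MADs (scaled as in the mad function of R) of the median were kept for all values of genes. The mixture model on log10 UMI totals was fitted with mclust 6.1.1, the number of components set by the Bayesian information criterion, and the lower 1% tail of the component with the largest mean was excluded. A gene counted as detected from 1 UMI on. Genes expected at lower depths were computed analytically from the counts of each cell, thinned without replacement.

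Dispersions were estimated per gene with edgeR 4.0.16 (prior degrees of freedom 0, intercept only) with size factors from scran 1.30.0, for genes with a mean of at least 0.1 UMI. The ratio to the trend was ranked for the 8578 genes with a mean of at least 1 UMI and UMIs in at least 10 cells. Covariation within a list is the median pairwise Pearson correlation of log2(normalized count + 1) over genes with a mean of at least 0.5 UMI, and its percentile among 10000 random lists of the same size matched on mean expression, for lists with at least 5 such genes. R 4.3.3, DESeq2 1.42.0, Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and Matplotlib 3.10.9 were used. Relations of UMIs per cell to shares of UMIs are Pearson and Spearman correlations across cells, 24 in all, computed again without the 2 cells farthest from the median. They describe the wells of this plate.

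Tested on data simulated with the fitted trend as the true dispersion of most genes, the dispersion estimate was too low for genes with few UMIs (a median of 0.687 recovered where the true one was 0.931 for genes with a mean under 1 UMI). Of genes simulated with a 4-fold dispersion, 96% were among the 200 largest ratios of 8578 genes and the median recovered ratio was 3.75, while 31% of genes with a 2-fold dispersion were. Analytic and drawn numbers of genes differed by at most 1.46% in 20 cells. A list of the 54 G2/M genes drawn with a shared factor (SD 0.4 on the natural log scale) was at percentile 100.0, and drawn independently at 75.2. The median correlations of these draws were 0.289 and 0.0185, while that of the G2/M genes in the data was 0.0511. Whether covariation as weak as in the data would be recovered was therefore not tested.

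Genes named in the text follow a rule set before the data were examined, as were the lists and most alternatives. The rule takes the 15 genes with the highest mean CPM, the 15 with the largest ratio to the trend, and of each list the 4 genes with the highest mean CPM and the 2 with the largest ratio. The lists are G1/S and G2/M cell cycle, mitochondrially encoded mRNA and rRNA, ribosomal protein, glycolysis, immediate early and dissociation stress, cytosolic heat shock, integrated stress response, unfolded protein response, cholesterol synthesis, hypoxia response, p53 response, 20S proteasome core, chaperonin TRiC, replication-dependent histone, intermediate filament and neuronal cytoskeleton, kidney epithelium, adrenal steroidogenesis, immune cell, endothelial cell, fibroblast and erythroid cell genes. The cytosolic heat shock list also holds the mitochondrial chaperonin gene HSPD1. Processed pseudogenes named in the text were chosen after their values were seen. Genes of the Y chromosome and XIST are not reported, and most genes with no symbol in GENCODE 44 are left out because nothing pairs them with a name. Alternatives changed 1 choice at a time, except that thinning leaves the 87 kept cells also where the main value is over all 96. They were other cells, a minimum of 2 UMIs, thinning of every cell to the smallest total among the kept cells, linear totals, the MAD without its scaling factor and genes in place of UMIs for the bounds, a 5% tail, the Good-Toulmin estimate, TMM or total UMIs as normalization, method of moments and DESeq2 as estimators, other filters on the mean, rank correlations and a pseudocount of 0.1. The cells with at least 20000 UMIs, the gap in UMI totals, protein-coding nuclear genes and the counts of genes of a list above the trend under other settings were added after the data were seen.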

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

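The test of pseudogenes against their parent genes was set before its result was seen, and the comparison of the wells below and above the gap in UMI totals was made after.

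Processed pseudogenes, copies of mRNAs that were inserted into the genome and are mostly not transcribed, are not discussed in the paper, and they held a median of 15.23% of a cell's UMIs (SD 2.99 over 87 cells, 7.19% to 22.6%) over 6410 genes, of which 324 are annotated as transcribed. Pseudogenes of ribosomal proteins held 8.24% and the ribosomal protein genes themselves 8.03%, with RPL36AP37, RPL39P3 and EEF1A1P13 the highest of all processed pseudogenes. A candidate explanation is that reads of parent genes were assigned to their copies, and the share of 1445 ribosomal protein pseudogenes rose with that of the ribosomal protein genes across 79 cells (rank correlation 0.900), more than the share of other processed pseudogenes did (0.617). The ratio of ribosomal protein pseudogenes to ribosomal protein genes was 1.03 in the 79 cells (SD 0.113) and 0.562 in the 17 wells below the gap (SD 0.191, 1 of them above the median of the 79), and reads per UMI, with which this ratio could change, are not in the values used here. No biological explanation was tested.

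Replication-dependent histone genes, whose mRNAs end in a stem-loop in place of a poly(A) tail, held 13023 UMIs in the 87 cells and are not among the genes the paper discusses. They made up a median of 0.163% of UMIs (0.0636% to 0.744%), and the median correlation between 10 of them was 0.426, above all 10000 random lists matched on expression (random median 0.00835). Their share had a rank correlation of 0.246 with the G1/S share and 0.0234 with the G2/M share across 79 cells, with no p-value taken across cells of 1 plate.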

How the results depend on the processing

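Of 38 values under alternatives set before the data were examined, 23 stayed, 14 moved and 1 fell below the 95th percentile of random lists. Values per cell had to stay within the SD between cells, the median dispersion within 0.00806, its SD over 20 splits of the cells, counts within 1.5 times, and percentiles, relations and plate position on their side of the test. For relations and plate position this was a permutation test across cells, whose p-values are not printed because cells of 1 plate are not replicates. Of 14 values under alternatives chosen after seeing the data, which use cells with at least 20000 UMIs, the gap in UMI totals or protein-coding nuclear genes, 13 stayed and 1 moved. Staying is a weak test for values per cell, as 6938 genes counted as stayed against 9536.5 with an SD of 2608. Cells with at least 20000 UMIs are also most of the cells behind the main values. Detected genes per cell were 6139.5 with a minimum of 2 UMIs and 4826 in the 87 cells thinned to the smallest of their totals (9792 unthinned), and the gain from 50% of the UMIs to all was 54.1% with that minimum. Cells outside 3 MADs numbered 0 on linear totals, 17 with the MAD unscaled, 5 on genes detected and 17 below the gap, the last chosen after seeing the data. The median dispersion was 0.292 with TMM, 0.184 by the method of moments, 0.103 with DESeq2, 0.805 with no filter, 0.166 for means of at least 1 UMI and 0.156 after thinning. Thinning raised the share of nonzero counts equal to 1 to 57.8%, and adding the rRNAs raised the mitochondrial share to 19.8%. With a pseudocount of 0.1, G2/M covariation fell to percentile 87.5 of random lists. Fewer UMIs or other genes enter by construction where counts were thinned, a minimum was set or the rRNAs were added, and for the other changes the cause was not tested. Ratios of named genes to the trend stayed within 1.5 times in 389 cases and moved further in 27, among them RPS6. No paired analysis was possible because all cells are of 1 condition. Depth limits the genes with a mean under 1 UMI, whose dispersions were recovered too low in simulations.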

Differences from the paper's values

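The median gene-wise dispersion was 0.271 here, where the paper's violin plot for zUMIs with a quality cutoff has its median at about 0.44 in Fig. 2D, read by eye. The paper's text names neither its estimator nor its filter on genes. All 8 alternatives set before the data were examined also differed from the paper's value by over 1.5 times. They were TMM (0.292), total UMIs (0.279), the method of moments (0.184), DESeq2 (0.103), no filter (0.805), a mean of at least 1 UMI (0.166), thinning (0.156) and all 96 cells (0.269). On counts simulated for these 17472 genes, the estimator used here recovered a median of 0.293 where the true one was 0.438. That true value follows from setting the simulated dispersions to the trend fitted here. As the paper's estimator is not known, whether such a bias accounts for the difference was not tested.

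Below the lower bound of 3 MADs lay 9 cells here and about 20 in Fig. 3C of the paper, read by eye, where the bound is on reads and on the selected BCs. Of the alternatives set before the data were examined, the MAD without its scaling factor gave 17 cells, within 1.5 times of the paper's number, while linear totals gave 0 and genes detected in place of UMIs gave 5. The count of cells below the gap in UMI totals from 18735 to 27699, chosen after seeing the values, was also 17.

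The paper states that its selection of intact cells by the mixture model kept every known BC. The same rule on the UMI totals of the known BCs alone, without the other BCs and with UMIs in place of reads, kept 78 of 96 cells, and 73 with a 5% tail.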

Other observations

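Of the tests reported here, those of damaged cells, of neighbouring pairs among the wells with few UMIs, of carry-over in part of the wells and of a shift of reads to ribosomal protein pseudogenes, and all values for cells split at the gap in UMI totals, were chosen after the results were seen.

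Genes of some processes varied together in the HEK293T cells, to different degrees, while those of others were not above the 95th percentile of random lists. Across the 87 cells, the median correlation between genes was 0.0511 for 54 G2/M genes, above all 10000 random lists matched on expression (87.5 as percentile with a pseudocount of 0.1), and 0.0594 for 43 G1/S genes, at percentile 99.98. Translation and respiration had higher values, with 0.420 for 79 ribosomal protein genes and 0.666 for 13 mitochondrially encoded mRNAs, both at percentile 100.0, and both lists have pseudogene copies that leave their counts uncertain. Among the stress and metabolic lists, the 20S proteasome core (0.0763, percentile 99.3), the integrated stress response (0.0786, 98.9) with ATF4 and ASNS, and cholesterol synthesis (0.0502, 97.47) with HMGCS1 and IDI1 were above the 95th percentile. The p53 response (0.0670, 94.8), cytosolic heat shock (0.0803, 94.6), cytoskeleton (0.0545, 89.4), glycolysis (0.0374, 86.1), the unfolded protein response (0.0298, 80.6), TRiC (0.121, 77.3), immediate early genes (0.0107, 44.0) and hypoxia (-0.0285, 6.02) were below it. In the cells with at least 20000 UMIs, the p53 response (percentile 99.1), cytoskeleton (98.2), the unfolded protein response (96.8) and cytosolic heat shock (96.7) were above the 95th percentile too, while TRiC (69.9), glycolysis (84.5), immediate early genes (77.8) and hypoxia (5.05) stayed below it.

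The genes with the largest ratios to the trend among those with a mean of at least 1 UMI were ENSG00000258199, FLYWCH2, PCNX3, SDC3, USF1 and THOC6. Their counts had little relation to each other, with rank correlations between -0.123 and 0.154 for their pairs. Of the 15 genes with the largest ratios to the trend, 12 were among the 15 largest also in the cells with at least 20000 UMIs. These cells are most of the same cells, so the overlap is no independent repeat. INTS3 (9.65-fold), ZNF384 (9.49-fold), TCF7L2 (9.39-fold), DNAJA2 (7.25-fold) and RAB8A (6.83-fold) were among the 15. In the cells with at least 20000 UMIs, DNAJA2, RAB8A and IGLC3 ranked 17, 19 and 22.

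The 17 of 96 wells with fewer than 20000 UMIs may hold molecules carried over from other wells in place of a cell, but their counts scattered around the pooled profile of the other wells at least as much as those of single cells, with a median at percentile 88.6 of cells thinned to the same totals (scatter 1.41 against 1.18, and 0.994 for draws from the pool). A shift in composition also adds to this scatter, and processed pseudogenes held a median of 10.0% of UMIs in the 17 wells against 15.7% in the others. The scatter over all genes therefore does not decide on carry-over. On protein-coding nuclear genes the median of the 17 wells was at percentile 30.4, but 6 of them scattered less than 95% of the thinned cells, where chance gives 0.850, so that carry-over in part of the wells cannot be told apart from cells with little RNA for these 6 wells. Damaged cells that lost cytoplasmic RNA would have a high mitochondrial share, but the median of the 17 wells, 3.87% (SD 0.297), was at percentile 54.4 of the others (3.80%, SD 0.588). As to position on the plate, the wells formed 6 neighbouring pairs, where random wells had a median of 10 and fewer than 6 in 4.23% of draws. The wells were thus not clustered as neighbours, and the test does not cover other patterns of position. No biological explanation was tested, and a smaller or less efficiently captured cell stays open.

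Ribosomal protein genes held a smaller share of UMIs in cells with more UMIs, with r = -0.733 and a rank correlation of -0.758 in the 79 cells above the gap (-0.737 for r without the 2 farthest cells), and in the 17 wells below it r = -0.515, which rests on 2 wells (-0.149 without them). Pooled over both groups of wells, r was -0.570 in the 87 cells and -0.553 in all 96. Of the 79 genes, 73 had a rank correlation below 0, with a median of -0.429. Over 10000 lists of other genes matched on mean UMIs the median was 0.0907 (-0.111 to 0.314). These lists, and those matched also on transcript length, left out mitochondrial genes, genes with symbols starting in MT and ribosomal protein pseudogenes. The genes left in thus did not lose share as a set. Mitochondrially encoded mRNAs, the mitochondrial rRNAs and these pseudogenes did, with rank correlations of -0.537, -0.311 and -0.656 in the 79 cells. Shares add up to the whole, so their fall can raise the shares of other genes. The lists therefore argue only against a loss by every abundant transcript, not against one shared by several abundant groups. For lists matched on mean UMIs and transcript length the median was 0.0267 (-0.218 to 0.194). Genes of these lists were drawn 1 by 1, while ribosomal protein genes vary together (median correlation 0.420). That -0.429 lies outside both ranges is therefore no measure of chance. With the G1/S and G2/M shares held constant the rank correlation of the list was -0.675. Within the 79 cells, the share of ribosomal protein pseudogenes was also lower with more UMIs (rank correlation -0.656, and -0.692 for genes and pseudogenes together), which argues against a shift of reads from the genes to their pseudogenes in these cells, while between the groups it was 4.56% in the 17 wells and 8.34% in the 79 cells, where such a shift stays open, and apart from cell cycle phase no biological explanation was tested.

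The mitochondrially encoded mRNA share was lower in cells with more UMIs among the 79 cells (r = -0.433, rank correlation -0.537, r = -0.494 without the 2 farthest cells), while in the 17 wells r was 0.0406 and the rank correlation 0.0368. Pooled over both groups of wells, it was r = -0.310 in the 87 cells and -0.274 in all 96. The G1/S share was higher with more UMIs in the 79 cells (r = 0.439, rank correlation 0.428, r = 0.471 without the 2 farthest cells), and in the 17 wells r was 0.589 with a rank correlation of 0.324 and r = 0.246 without 2 wells. Pooled over both groups of wells this relation was not seen, with r = -0.00656 and a rank correlation of 0.160 in the 87 cells and r = -0.138 and 0.0115 in all 96. These are 24 relations computed across wells of 1 plate, given with no p-value. Plate rows accounted for 12.6% of the variance of log10 UMIs over all 96 cells, against a median of 6.80% and a 95th percentile of 14.4% for shuffled wells, and plate columns for 14.4%, against 11.0% and 19.9%. In the cells with at least 20000 UMIs, it was 15.3% for rows and 23.3% for columns, where the 95th percentiles of shuffled wells were 17.5% and 24.2%. Median UMIs ranged from 45582 in row H to 94173.5 in row B.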
